# Normobaric hypoxia shows enhanced FOXO1 signaling in obese mouse *gastrocnemius* muscle linked to metabolism and muscle structure and neuromuscular innervation

**DOI:** 10.1007/s00424-023-02854-4

**Published:** 2023-09-01

**Authors:** Jingyi Song, Loes P. M. Duivenvoorde, Sander Grefte, Ondrej Kuda, Felipe Martínez-Ramírez, Inge van der Stelt, Dimitra Mastorakou, Evert M. van Schothorst, Jaap Keijer

**Keywords:** Hypoxia, Skeletal muscle, FOXO, Mitochondria, Metabolism, Neuromuscular junction

## Abstract

Skeletal muscle relies on mitochondria for sustainable ATP production, which may be impacted by reduced oxygen availability (hypoxia). Compared with long-term hypoxia, the mechanistic *in vivo* response to acute hypoxia remains elusive. Therefore, we aimed to provide an integrated description of the *Musculus gastrocnemius* response to acute hypoxia. Fasted male C57BL/6JOlaHsd mice, fed a 40en% fat diet for six weeks, were exposed to 12% O_2_ normobaric hypoxia or normoxia (20.9% O_2_) for six hours (*n* = 12 per group). Whole-body energy metabolism and the transcriptome response of the *M. gastrocnemius* were analyzed and confirmed by acylcarnitine determination and Q-PCR. At the whole-body level, six hours of hypoxia reduced energy expenditure, increased blood glucose and tended to decreased the respiratory exchange ratio (RER). Whole-genome transcriptome analysis revealed upregulation of forkhead box-O (FOXO) signalling, including an increased expression of tribbles pseudokinase 3 (*Trib3*). *Trib3* positively correlated with blood glucose levels. Upregulated carnitine palmitoyltransferase 1A negatively correlated with the RER, but the significantly increased in tissue C14-1, C16-0 and C18-1 acylcarnitines supported that β-oxidation was not regulated. The hypoxia-induced FOXO activation could also be connected to altered gene expression related to fiber-type switching, extracellular matrix remodeling, muscle differentiation and neuromuscular junction denervation. Our results suggest that a six-hour exposure of obese mice to 12% O_2_ normobaric hypoxia impacts *M. gastrocnemius* via FOXO1, initiating alterations that may contribute to muscle remodeling of which denervation is novel and warrants further investigation. The findings support an early role of hypoxia in tissue alterations in hypoxia-associated conditions such as aging and obesity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00424-023-02854-4.

## Introduction

Oxygen is vital for mammalian life due to its role in cellular ATP production, mainly in the mitochondria via oxidative phosphorylation. Mitochondria consume over 90% of oxygen in the body of which over 80% is used for ATP production [82]. Next to ATP production, mitochondria perform other essential functions such as cellular calcium handling, metabolic coordination, programmed cell death, regulating redox balance and signaling, and various biosynthesis reactions, including heme and iron-sulfur cluster biosynthesis [14, 39]. In doing this, mitochondria are highly adaptive, allowing them to align these processes to cellular needs. Skeletal muscle, the largest tissue in the body, contributes to approximately 21% of oxygen consumption in rest [102]. Mitochondrial adaptivity is also evident in skeletal muscle, where oxygen demand increases substantially during activity, with a ten-fold increase in oxygen dependent ATP production during exercise [38]. Therefore, it is not surprising that reduced tissue oxygen availability, also called hypoxia, impacts on skeletal muscle mitochondria.

Hypoxia occurs in organisms at high-altitude and in peripheral tissues when tissue oxygen delivery is impaired, for example, due to diseases such as pulmonary disease, cancer and obesity [74]. Additionally, pulmonary dysfunction in COVID-19 infection is characterized by hypoxia [2]. The consequential reduced blood oxygen level of COVID-19 results in dysfunction of the diaphragm muscle and a reduction in limb skeletal muscle mass [56, 80]. Generally, conditions of long-term hypoxia can cause loss of body mass (fat and lean mass) in human [50], and enhanced lipid catabolism in obese mice [93]. In addition to long-term hypoxia, acute hypoxia can occur, for example, during sleep apnea [71], on air flights [51] or with short bouts of moderate exercise, especially in overweight, older and pregnant individuals [63]. Long-term hypoxia comes with various long-term tissue adaptations, but whether skeletal muscle also adapts to acute hypoxia is poorly investigated.

Skeletal muscle mitochondria can use different substrates to produce ATP, such as pyruvate, fatty acids, amino acids and ketone bodies. During short bouts of intensive exercise, ATP can also be derived from glycolysis in the cytosol in an oxygen-independent manner [5]. Thus, skeletal muscle possesses the metabolic flexibility to maintain cellular energetics, also during hypoxia. Indeed during short (1–14 days), medium (14–42 days) and long-term hypoxia (> 42 days), oxidative phosphorylation is attenuated whilst glucose uptake is maintained or increased [40]. At the same time pyruvate dehydrogenase kinase (PDK) is upregulated, inhibiting pyruvate dehydrogenase and reducing the entry of pyruvate into the TCA cycle. In addition, hypoxia lowered mitochondrial density especially in the subsarcolemmal population of the skeletal muscle mitochondria [60, 73], and switched complex IV subunits to improve electron transfer efficiency and oxygen usage for oxidative ATP production in cells [30]. Together, these data suggest that ATP synthesis in the hypoxic environment in muscle is optimized by an increase in glycolysis to compensate the downregulation of oxidative metabolism and/or an optimization of oxidative metabolism. In addition to these metabolic adaptations, skeletal muscle structure was also shown to be affected by hypoxia. In the *M. soleus,* intermittent hypoxia for 42 days resulted in increased type I and decreased type IIa fibers and the total cross sectional area and the size of neuromuscular junctions (NMJ) decreased, but these changes were not observed in the *M. gastrocnemius* [4].

Several transcription factors are involved in the adaptation of skeletal muscle to long-term hypoxia, of which the best known transcription factor is hypoxia-inducible factor (HIF)1A. HIF1A regulates the expression of a large number of target genes involved in restoring cellular energy homeostasis [87]. Additionally, the Forkhead Box-O (FOXO) family of transcription factors, of which FOXO1, FOXO3, FOXO4 and FOXO6 are all expressed in skeletal muscle [84]. FOXO has been reported to promote hypoxia tolerance in *Drosophila*, skeletal muscle of fish and hippocampus of mice [6, 18, 61]. Highly conserved across animals, FOXO is upregulated in skeletal muscle in energy-deprived states, such as fasting and severe diabetes, and modulates autophagy and energy homeostasis [84]. More specifically, during fasting FOXO1 reduced glycolysis, presumably via regulating PDK4 [7, 31]. In addition, FOXO seems to upregulate fatty acid oxidation by regulating the levels of lipoprotein lipase, fatty acid translocase, and adiponectin receptors [7, 47, 97]. This suggests that FOXO1 can act as a metabolic switch [29, 84]. Conversely, in hypoxic conditions, increased *Foxo3a* expression was related to reduced mitochondrial respiration and increased glycolysis suggesting a dual metabolic role [44]. FOXO1 also plays a role in skeletal muscle development. FOXO1 inhibits myoblast differentiation in the early phase, but stimulates myotube formation in the later phase of myogenesis. Increased expression of FOXO1 and FOXO3 *in vivo* resulted in decreased body size and skeletal muscle mass [12, 41, 54]. Together, this suggests a role of FOXOs in controlling both metabolic and structural adaptations in skeletal muscle to hypoxia.

Since most studies focused on long-term hypoxic exposure, the mechanism of skeletal muscle adaptation to acute hypoxia, representing sleep apnea [71], air flights [51] or short bouts of moderate exercise [63] remains elusive. An insight into acute *in vivo* responses to hypoxia will also help to understand the role of hypoxia in skeletal muscle adaption during aging and obesity, which are long-term conditions that are characterized by reduced tissue oxygen availability. Therefore, in this study, we aimed to better understand the *in vivo* effect of acute normobaric hypoxia on skeletal muscle. We studied the *M. gastrocnemius* as it is a major calf muscle that provides the force behind propulsion for walking, running, jumping and flexing the leg at the knee joint and the foot at the ankle joint [76]. *M. gastrocnemius* is composed of mixed fiber types with approximately 16% slow fibers [70] and is well suited to study the overall environmental responses on skeletal muscles. We exposed adult male C57BL/6JOlaHsd mice, fed a 40en% fat diet for six weeks, for six hours to 12% O_2_ normobaric hypoxia, similar to the ambient oxygen level of Pikes Peak (4302 m high). Six hours of hypoxia condition was chosen to allow us to examine the effects of this physiologically relevant acute hypoxia challenge at the transcriptome level. In addition, whole body energy expenditure and the respiratory exchange ratio (RER) were determined, as well as fasting blood glucose, serum insulin levels, and skeletal muscle acylcarnitines to functionally characterize muscle lipid metabolism.

## Materials and methods

### Experimental design

Twenty-four male C57BL/6JOlaHsd mice were purchased from Harlan Laboratories (Horst, The Netherlands). Mice arrived at ten weeks of age and were individually housed and maintained under environmentally controlled conditions (21 ± 1 °C, 12 h/12 h light–dark cycle, 50 ± 10% humidity) and had ad libitum access to food and water. During the first three weeks, mice adapted to the new environment and received the purified low-fat BIOCLAIMS standard diet that contains 10% energy from fat [37]. Thereafter, mice received a purified BIOCLAIMS diet for six weeks with 40% energy from fat, corresponding to the average fat percentage in the human diet in the Netherlands [28, 101]. Body weight and body composition were monitored weekly by EchoMRI Whole Body Composition Analyser (EchoMRI, Houston, FL, USA). Adiposity was calculated as (total fat mass / body weight) × 100%. For the study, the then 18 weeks old mice were randomly allocated to the experimental hypoxia (Hypox) group or the control normoxia (Norm) group (*n* = 12 per group) and housed in the indirect calorimetry (InCa) system (see below). After exposure to normobaric hypoxic (12% O_2_) or normoxic (20.9% O_2_) air during six hours, mice were immediately killed by decapitation. Six hours exposure to normobaric hypoxia was chosen because VO2 was stable (after an initial increase) after 5 h [27]. Blood was collected in Mini collect serum tubes (Greiner Bio-one, Longwood, FL, USA). Serum tubes were centrifuged at 3000 *g* for 10 min at 4 °C to obtain serum and then aliquoted and stored at -80 °C until analyses. Tissues were excised, snap frozen in liquid nitrogen and stored at -80 °C until analyses.

### Indirect calorimetry and hypoxia exposure

The InCa system (PhenoMaster system, TSE Systems, Bad Homburg, Germany) was used to measure whole-body energy metabolism and create a hypoxic environment as described above, which includes incorporation of a hypoxia pump (B-Cat, Tiel, The Netherlands) [27, 28]. In short, mice adapted in normoxia to the InCa system for 24 h. All feed was removed at the start of the dark phase, and mice received a restricted amount of feed (1.5 g) to ensure a fasting state at the start of the following light phase. One hour after the start of the light phase, oxygen concentration was decreased in each animal cage from 20.9% to 12% in the Hypox group and VO_2_ and VCO_2_ were recorded every 13 min for the following six hours. Mice in the Norm group were treated in the same manner, but remained under normoxic conditions (ambient air; 20.9% O_2_). Normobaric air pressure is standard in all situations.

### Blood measurements

After killing the mice, blood glucose concentration was measured in whole blood using a Freestyle blood glucose system (Abbott Diabetes Care, Hoofddorp, The Netherlands) according to the manufacturer’s instructions. Serum insulin concentration was measured with an Ultra-Sensitive Mouse Insulin ELISA Kit (Crystal Chem, Zaandam, The Netherlands) following the manufacturer’s instructions. Samples were tested in duplicate and averaged when coefficient of variation was less than 5%.

### RNA isolation and whole genome transcriptome analysis

The whole *M. gastrocnemius* was grinded for RNA isolation of which ten milligram was homogenized using the Tissue lyser II (Qiagen) for 3 min at 30 Hz, after which total RNA was isolated with the RNeasy Fibrous Tissue Mini Kit following the manufacturer’s instruction (Qiagen, Venlo, Netherlands). RNA concentration and integrity were measured by Nanodrop (IsoGen Life Science, Maarssen, Netherlands) and the Experion automated electrophoresis system (Bio-Rad).

For whole genome transcriptome analysis, 8 × 60 K Agilent whole-mouse genome microarrays (G4852A, Agilent Technologies Inc., Santa Clara, CA, USA) were used according to the manufacturer’s protocol with a few modifications as described previously [36]. All arrays were deposited in Gene Expression Omnibus (GEO) with accession ID: GSE228719. In total, 33,845 of the 59,305 probes on the array had a fluorescent signal twice above the background signal and were included for statistical analysis. Gene expression data was based on a two group comparison: 12 Hypox mice and 12 Norm mice. Statistical analyses of gene expression data were performed using GeneMaths XT version 2.12 (Applied Maths, Sint-Martens-Latem, Belgium), and P-values were calculated with the Student’s t-test based on Log2-normalized expression values. Transcripts with *P*-value < 0.05 were considered significantly regulated and used for further analysis.

Gene set enrichment analysis (GSEA) was performed in R version 4.1.0 with package clusterProfiler [107]. Gene sets with Benjamini–Hochberg adjusted *P*-value < 0.05 were considered as significantly enriched. With Gene Ontology (GO) gene set, GSEA was performed with all three aspects (biological process, cellular component and molecular function) and cellular component separately. The most significant 25 pathways were clustered together based on semantic similarities in GO description of the genes in each pathway, using the GoSEMSim package [108]. Kyoto Encyclopedia of Genes and Genomes (KEGG) [49], the mouse MitoCarta 3.0 gene set [81], and the MatrisomeDB gene set [89] were used as reference inventory for biological pathways, mitochondrial genes and extracellular matrix (ECM) genes respectively. For synaptic gene analysis, genes were first converted to matched human genes by BioMart on Ensembl [22, 53] after that an analysis with SynGO platform was performed [55]. Based on literature, a set specific of genes involved in NMJ was created [9, 26, 42, 43, 52, 68, 78].

### Quantitative reverse transcription polymerase chain reaction (Q-PCR)

cDNA synthesis and real-time Q-PCR were performed as described [27], using DEPP1 autophagy regulator (*Depp1*) and titin (*Ttn*) as target genes. Beta-2 microglobulin (*B2m*), calnexin (*Canx*), and ribosomal protein S15 (*Rps15*) were used as reference genes. Primers were designed by NCBI Primer BLAST. Sequences and product length of target and reference genes can be found in Table S1. Data were expressed as relative gene expression based on reference genes.

### Tissue acylcarnitine determination

*M. gastrocnemius* free carnitine and acylcarnitine levels were determined using an ultra-high performance liquid chromatography coupled with a mass spectrometry (UHPLC-MS) (UltiMate3000 RSLC, Thermo Scientific, Sunnyvale, CA, USA; QTRAP 5500, AB-Sciex, Framingham, MA, USA) as described previously [99]. A reference standard with labeled free (L-)carnitine and acylcarnitines (Chromsystems Instruments and Chemicals GmbH, Gräfelfing, Germany) was added to each sample for quantification. The identity of the metabolites was determined by retention time (t_R_) correlation. Moreover, the concentration of individual metabolites was calculated with the peak area of the metabolite of interest and the peak area of the corresponding standard.

### Statistics

The data were expressed as mean ± SD, geometric mean ± geometric SD for lognormal distribution data, and median (IQR) for non-normal data. All analyses were based on the data of 12 Hypox mice and 12 Norm mice; except for the measurement of physical activity which was based on 8 random selected mice per experimental group. Statistical analyses were performed using GraphPad Prism version 9.3.1 (Graphpad, San Diego, CA, USA), except for microarray data (see above). Data were checked for normality using the D’Agostino normality test. All normal data and lognormal data were analyzed by independent Student’s unpaired t-tests, except for free carnitine and acylcarnitines where Welch t-test was used. Non-normal data were analyzed with a Mann–Whitney test. *P*-values < 0.05 were considered statistically significant.

## Results

### Whole body effects of six hours hypoxia exposure

Prior to the hypoxia (12% O_2_) exposure, mice with similar body weight (Fig. 1a, Table S2) and body composition were the assigned to the Hypox group and the Norm group (Norm mice: total fat mass 9.35 ± 2.86 g, adiposity 27.6% ± 5.7%, total lean mass 22.34 ± 1.25 g; Hypox mice: total fat mass 10.40 ± 1.88 g, adiposity 30.3% ± 4.7%, total lean mass 22.42 ± 0.84 g, Table S2). During the six hours hypoxic exposure, the average oxygen consumption (Fig. S1) and energy expenditure (Fig. 1b) were significantly lower in the Hypox group. RER, already being low due to the fasted condition, tended to be further decreased in the Hypox group (*P*-value = 0.0585) (Fig. 1c). Physical activity was similar in both groups (Fig. 1d). Due to the tendency towards a decreased physical activity, we correlated energy expenditure and RER with physical activity and found no correlation (Fig. S2), indicating that the lower energy expenditure and RER is not caused by a lower physical activity of the mice. Blood glucose levels (Fig. 1e) were significantly increased in the Hypox group, but not the serum insulin levels (Fig. 1f).

**Fig. 1:**
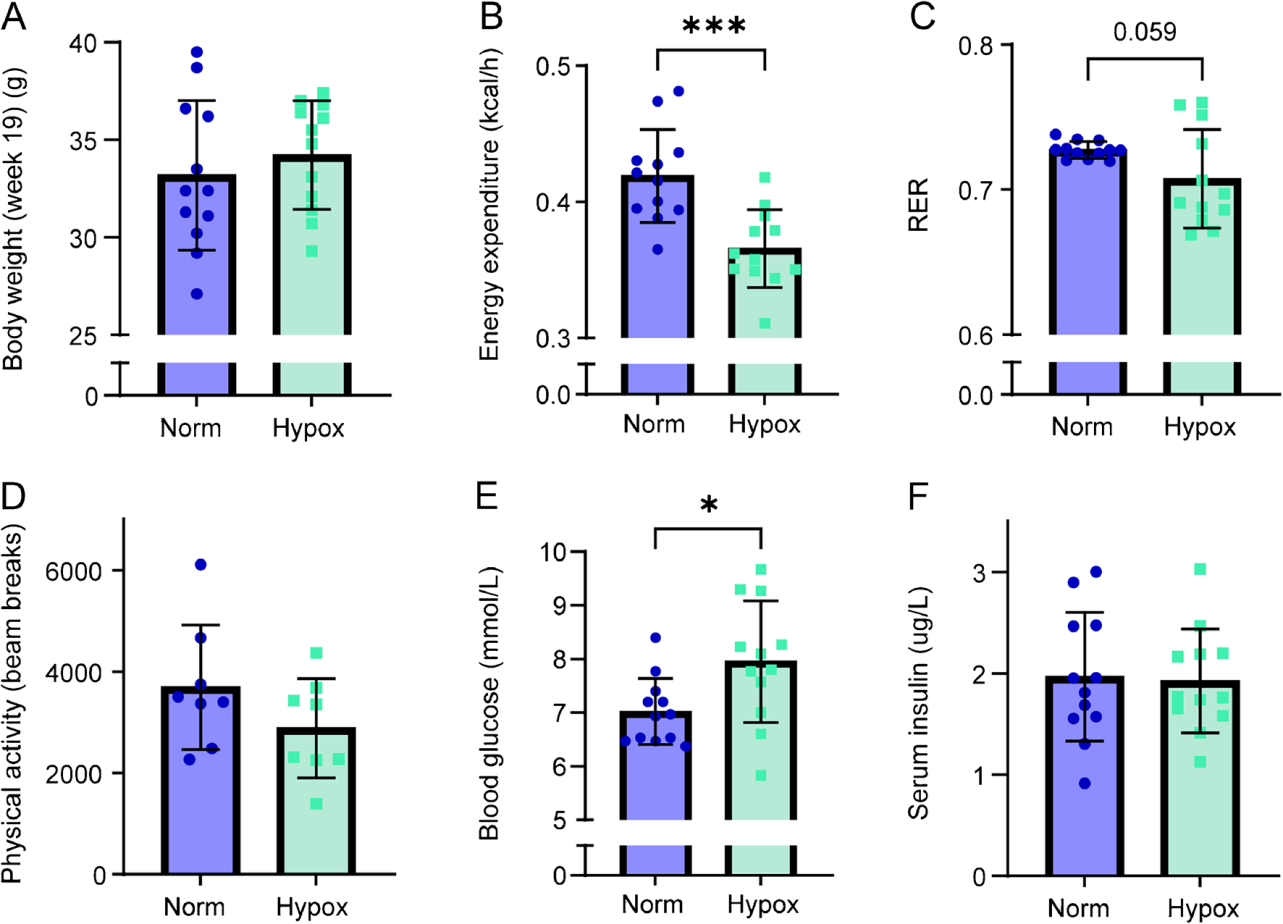
Whole body effects of six hours exposure to normoxia (Norm) and mild hypoxia (Hypox; 12% O_2_). **(a)** Body weight of the mice before exposure, **(b)** average levels of body energy expenditure and **(c)** RER during Norm or Hypox, **(d)** physical activity determined as total beam breaks, **(e)** blood glucose levels and **(f)** serum insulin levels directly after Norm or Hypox, *n* = 12 per group, *n* = 8 for physical activity, * *p*-value < 0.05, *** *p*-value < 0.001

### Effects of six hours of hypoxia on skeletal muscle whole genome gene expression

The transcriptome analysis of *M. gastrocnemius* was investigated to gain molecular insight in the consequences of acute hypoxia exposure for skeletal muscle. 

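Total RNA of *M. gastrocnemius* from 12 Norm mice (20.9% oxygen) and 12 Hypox mice (12% oxygen), collected after the 6 h exposure, was hybridised on 24 2-colour arrays. Each array carried the RNA of 1 mouse labelled with Cy5 and a reference pool of all samples labelled with Cy3. The authors deposited the output of the Agilent scanner software for every array, as intensity per spot without normalization between arrays, and a table of their normalized log2 values for a part of the 59305 non-control spots. The arrays lay on 6 slides, each with 2 Norm and 2 Hypox arrays. The mean Cy5 signal per array ranged from 58.3 to 933 (median 341) in Norm and from 63.5 to 1014 (median 368) in Hypox. The mean Cy3 signal ranged from 849 to 1407 in Norm and from 932 to 1448 in Hypox. The scanner software called between 9.42% and 37.3% of the Norm spots (median 27.4%) and between 12.0% and 37.8% of the Hypox spots (median 28.8%) well above background in Cy5. On the log2 scale, the Cy5 brightness was higher in Hypox by 0.23, which was within the spread of the arrays (2-sided permutation test, p = 0.651), although the mean of the 2 Hypox arrays was the higher one on 6 of 6 slides (exact permutation within slides, p = 0.0739). It differed more between slides, from 58.3 to 102 on slide 1 and from 645 to 1014 on slide 6. From the scanner output, the background was corrected with normexp (offset 50), the log2 ratio of Cy5 over Cy3 was normalized within each array by loess, and the spots of a probe were averaged. Probes whose mean Cy5 signal was over 2 times the local background were kept, and the probe with the highest mean log2 intensity stood for its gene. Hypox was tested against Norm with limma's moderated test over 9140 genes, and P-values were adjusted by the Benjamini-Hochberg method. The positions of probes refer to the mouse genome build mm9. The number of arrays limits the precision of every value.

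**Figure D1:**
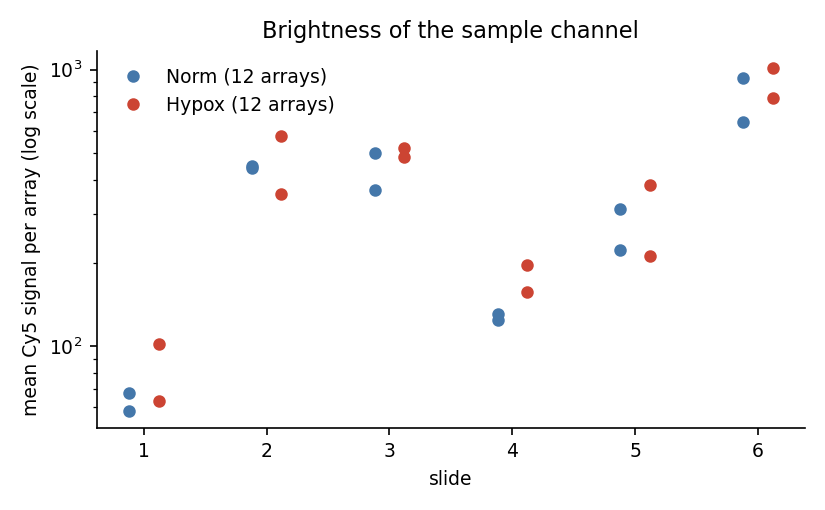
Mean Cy5 signal per array (log scale) against the slide that held the array, with 1 point for each of the 12 Norm and 12 Hypox arrays. The arrays of slide 1 lie between 58.3 and 102 and those of slide 6 between 645 and 1014.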

In total, 11,771 genes with unique Entrez annotation were detected, of which 335 genes were significantly upregulated and 432 genes were significantly downregulated in the Hypox group (Fig. 2a). 

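Of the 9140 genes tested, 1119 (12.2%) passed the study's threshold of 0.05 without adjustment, 655 of them higher and 464 lower in Hypox than in Norm. After adjustment 31 genes passed, 8 higher and 23 lower. With the slide as a block, 1299 genes passed without adjustment and 70 with it. The methods' t-test on the same ratios gave 1113 genes and, after adjustment, 9. On the authors' deposited values, the methods' t-test passed 1123 spots (5.26%), 481 higher and 642 lower, and 0 after adjustment. For the same genes and the same deposited values, limma passed 489 genes, and 1 after adjustment. Where the spot with the smallest P-value stood for each of the 11535 genes with a deposited spot, 766 genes passed, 357 higher and 409 lower. Centring each array on its median in place of loess moved the count most, to 32 genes, all of them higher, with the median log2 fold change of all genes at 0.25.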

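*Depp1*, listed on the array as 8430408G22Rik (NM_145980), was read by 1 probe on chromosome 6 from 116602564 to 116602623. Its log2 ratio to the reference pool was -0.94 ± 0.30 (SD, n = 12) in Norm and 0.014 ± 0.27 (SD, n = 12) in Hypox, a log2 fold change of 0.95 (standard error 0.11, p = 3.78e-09, adjusted p = 3.46e-05 from limma's moderated test). No other of the 9140 genes had a larger log2 fold change. The difference was positive on 6 of 6 slides, from 0.48 to 1.40, and 11 of 12 Hypox arrays lay above every Norm array. With each array left out in turn, it stayed between 0.91 and 1.00. With the scanner software's processed signals it was 1.63, the farthest of the alternatives. *Ttn* (NM_011652) was read by 4 probes, of which the brightest lies on chromosome 2 from 76542077 to 76542136. That probe had a log2 ratio of 0.63 ± 0.56 (SD, n = 12) in Norm and -0.12 ± 0.27 (SD, n = 12) in Hypox, a log2 fold change of -0.75 (standard error 0.16, p = 9.62e-05, adjusted p = 0.0434), which ranked 16 among the 9140 genes counted from the lowest. *Ttn* was lower on 5 of 6 slides and 0.019 higher on slide 6, and the slide as a block gave p = 1.03e-05. The test no longer passed with median centring in place of loess (-0.11, p = 0.852) or on the deposited values of this probe (-0.28, p = 0.455).

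**Figure D2:**
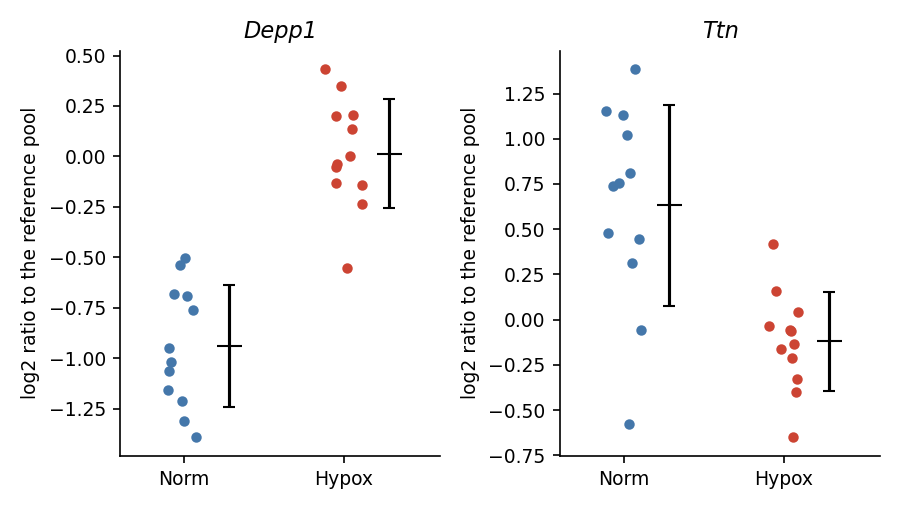
Log2 ratio of the sample to the reference pool for *Depp1* and *Ttn*, 1 point per array, with the mean and the SD of the 12 Norm and the 12 Hypox arrays as bars beside the points. *Depp1* has a mean of -0.94 in Norm and 0.014 in Hypox, and *Ttn* a mean of 0.63 in Norm and -0.12 in Hypox.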

*Depp1* was the most upregulated transcript (fold change in Hypox/Norm (FC) = 2.17; Fig. 2a) while *Ttn* was the most downregulated transcript (FC = -1.95; Fig. 2a). *Depp1* upregulation and *Ttn* downregulation were confirmed with Q-PCR (Fig. 2b and c; Table S3).

**Fig. 2:**
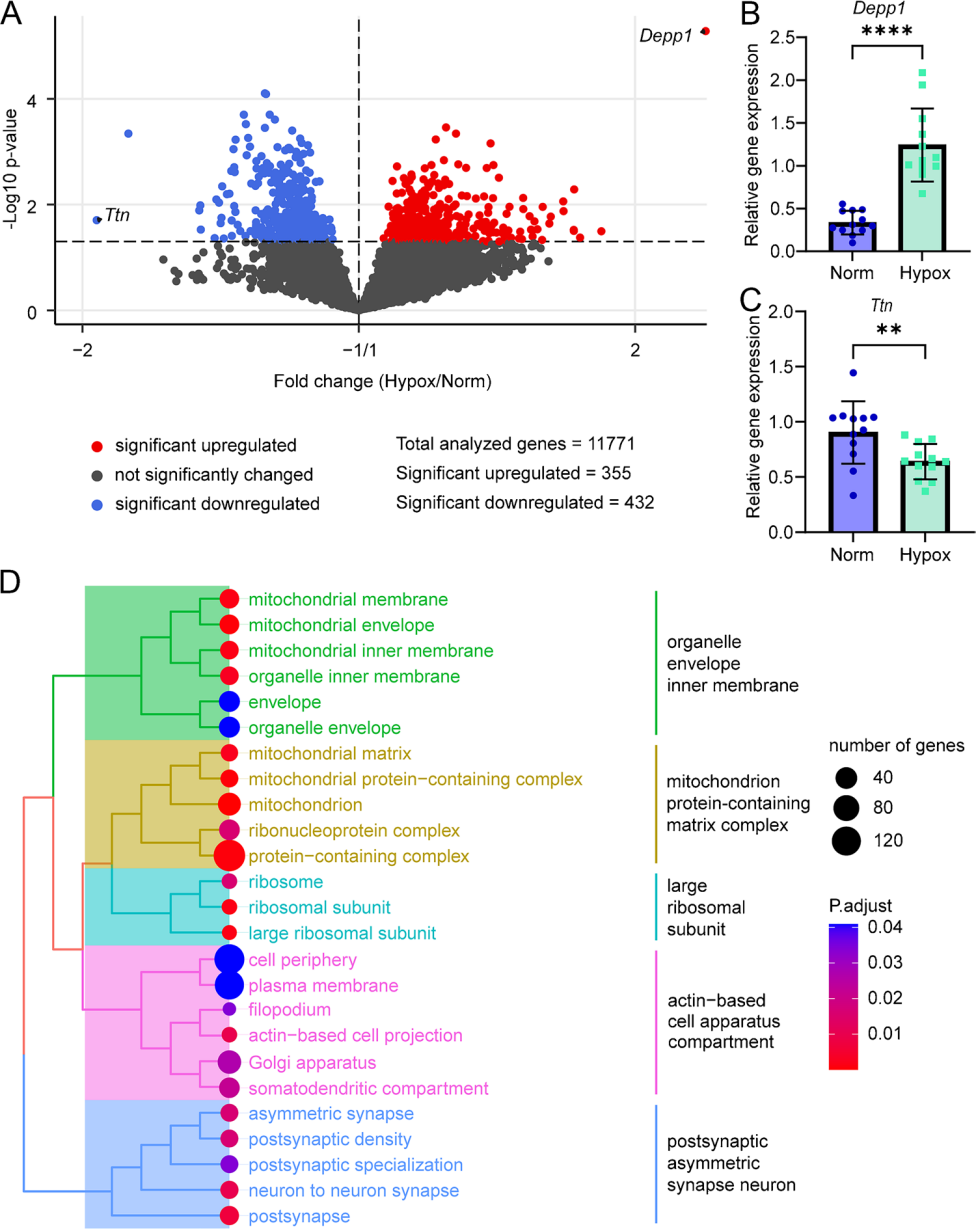
Volcano plot (**a**), confirmation (**b**, **c**) and cluster analysis (**d**) of differential expressed genes in *M. gastrocnemius* after Hypox (12% O_2_) versus Norm. **(a)** All expressed genes with an Entrez annotation are displayed in a volcano plot based on their FC and t-test *P*-value. Dashed lines indicate *P*-value < 0.05 cutoff and FC = -1/1. Non-regulated, upregulated, and downregulated genes are labelled in grey, red, and blue respectively. Q-PCR analysis of **(b)** *Depp1* and **(c)** *Ttn*. Values are represented as mean ± SD, *n* = 12 per group, ** *P*-value < 0.01, **** *P*-value < 0.0001. **(d)** Cluster analysis using gene ontology gene set enrichment using the cellular component GO-aspect (adjusted *P*-value < 0.05)

The gene cluster analysis, using all three aspects of GO GSEA (biological process, cellular component and molecular function), classified all significantly regulated genes into seven clusters (Fig. S3). Four of the seven clusters were based solely on the cellular component. Therefore, we performed GSEA solely with the cellular component, which resulted in five clusters (Fig. 2d). The first two clusters mainly includes terms concerning mitochondria that are organelle envelope inner membrane (36 regulated genes) and mitochondrion protein-containing matrix complex (190 regulated genes). The other three clusters are large ribosomal subunit (11 regulated genes), actin-based cell apparatus compartment (173 regulated genes), and postsynaptic asymmetric synapse neuron (25 regulated genes). These results suggest that six hours hypoxia mainly affects skeletal muscle mitochondria, skeletal muscle mitochondrial metabolism, and skeletal muscle structure, including the postsynaptic NMJ structure.

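Fixed lists of genes were tested with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over 17 lists. The 79 cytosolic ribosomal proteins tested had a mean log2 fold change of -0.049 (adjusted p = 0.0236), with 35 genes higher and 44 lower, and the mean was positive on 3 of 6 slides. It turned to 0.025 with the scanner software's processed signals, 0.046 with the Cy5 channel alone and 0.34 on the deposited values, where the list passed as higher (adjusted p = 0.000305). Of the 8 lists past an adjusted 0.05 with camera, 2 also passed with fry, the mitochondrial ribosomal proteins and the endothelial markers. With the correlation estimated for each list, camera passed 0 lists after adjustment and 2 before it. From the clusters of regulated GO terms, the paper proposes that the hypoxia exposure acts mainly on the mitochondria of the muscle, their metabolism and the structure of the muscle.

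**Figure D3:**
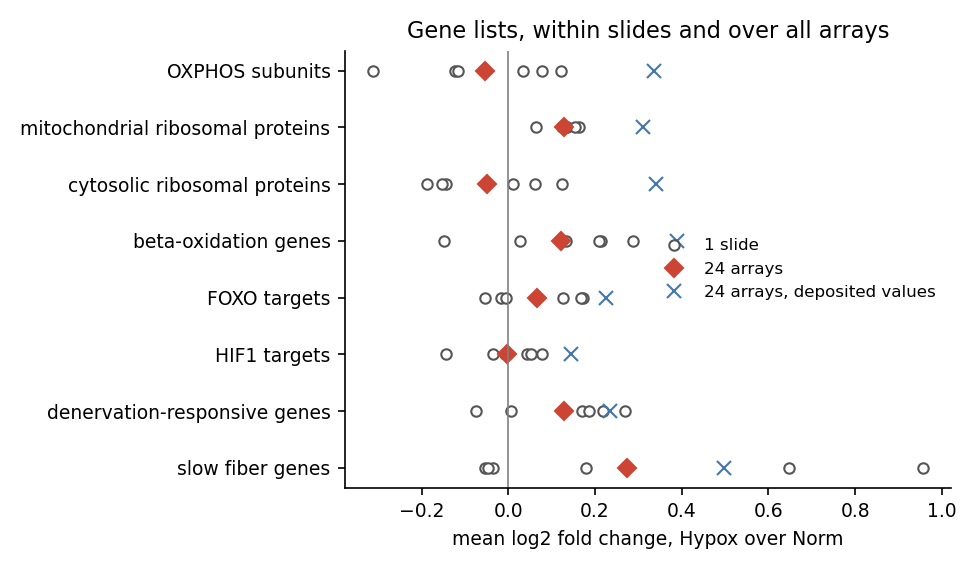
Mean log2 fold change (Hypox over Norm) of 8 gene lists, with open circles for each of the 6 slides, diamonds for all 24 arrays and crosses for the authors' deposited values of all 24 arrays. The mitochondrial ribosomal proteins are above 0 on 6 of 6 slides, and for the nuclear-encoded OXPHOS subunits and the cytosolic ribosomal proteins the diamond is below 0 and the cross above it.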

### Metabolic mitochondrial genes were significantly regulated after six hours of hypoxia

Based on the outcome of the cluster analysis, we focused on significantly regulated mitochondrial genes, using the MitoCarta 3.0 gene list. From a total of 1,184 Mitocarta genes, 899 genes were found to be expressed. 

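Of the 59 genes listed in Table S4, 57 were tested here. Of the 49 tested genes that the table gives as higher, 49 were higher in Hypox, with a median log2 fold change of 0.28, and 38 passed without adjustment. Of the 8 tested genes that the table gives as lower, 4 were lower, with a median of -0.048, and 0 passed with limma without adjustment. Adjusted over the list alone, 35 of the 57 genes passed, and adjusted over all genes tested, 0. The study chose these genes by their P-values on the same samples, so none of these counts is independent evidence. Adjustment over the list alone does not allow for that choice. The MitoCarta gene list itself was not used here.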

Fifty-nine of these genes were significantly regulated, of which 49 genes were significantly upregulated, and 10 genes were downregulated (Table S4). 

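The 75 mitochondrial ribosomal proteins, a part of the mitochondrial central dogma, had a mean log2 fold change of 0.13 (adjusted p = 7.12e-05 from camera, 0.00467 from fry and 0.223 from camera with the estimated correlation). Of these genes, 61 were higher and 14 lower in Hypox, and the mean was positive on 6 of 6 slides, from 0.063 to 0.16. Without adjustment 19 genes passed, all higher, and *Mrpl18* had the smallest P-value. Adjusted over the list alone, 3 genes passed, and adjusted over all genes tested, 0. Of the 84 nuclear-encoded OXPHOS subunits tested, 5 were higher and 10 lower at the unadjusted threshold.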

Using a normalized enrichment score, MitoCarta GSEA showed a significant upregulation of 5 out of 7 mitochondrial pathways (Fig. 3a), which were: metabolism (29 regulated genes), mitochondrial central dogma (13 regulated genes), protein import, sorting and homeostasis (6 regulated genes), OXPHOS (5 regulated genes), and mitochondrial dynamics and surveillance (6 regulated genes). MitoCarta GSEA confirmed the GO GSEA result that mitochondrial genes were regulated by hypoxia (Figs. 2d and 3a).

**Fig. 3:**
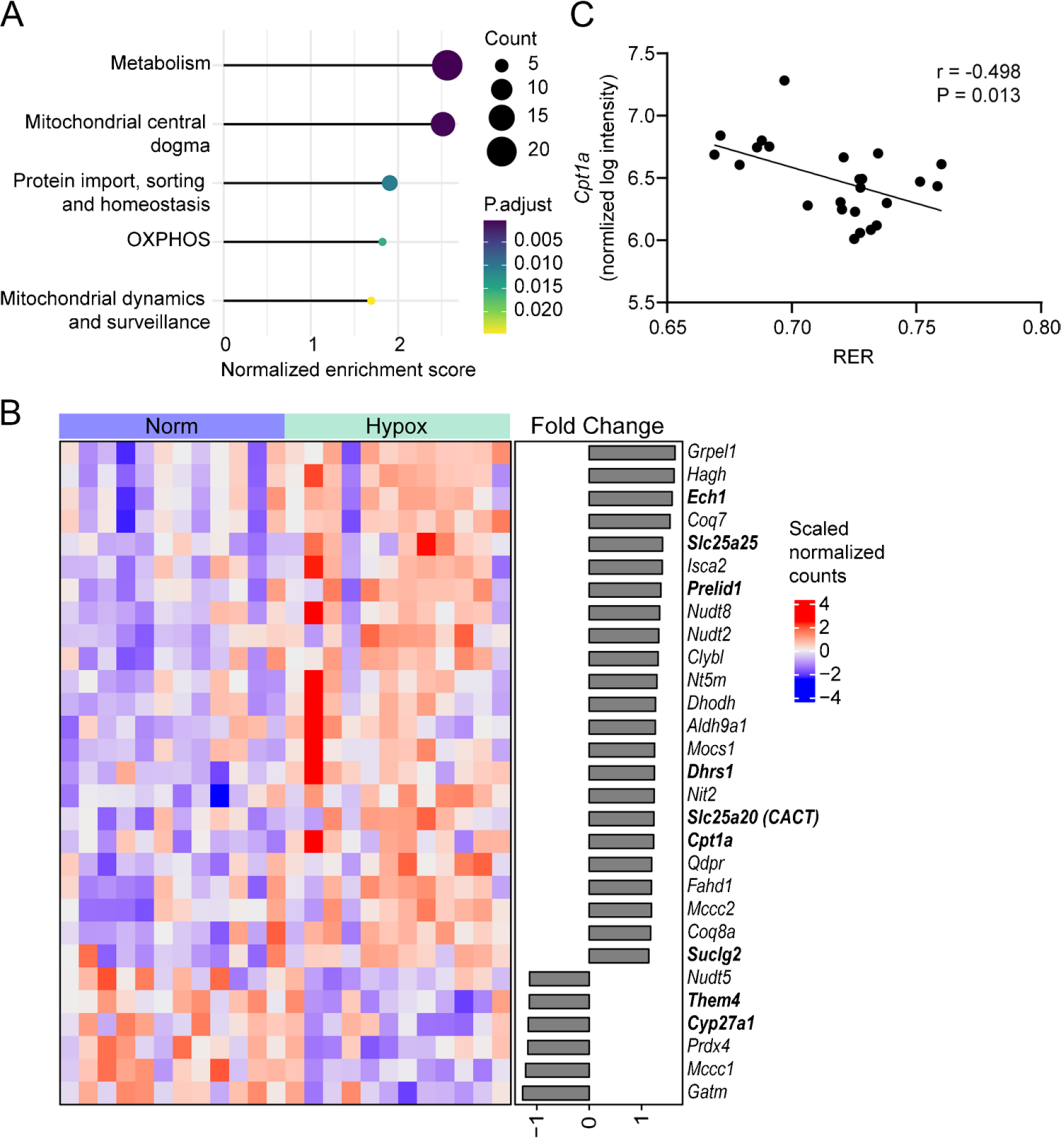
Analysis of mitochondrial genes affected by six hours Hypox (12% O_2_) versus Norm, **(a)** Gene set enrichment analysis of Hypox versus Norm using the MitoCarta 3.0 gene sets with adjusted *P*-value < 0.05 and **(b)** heatmap showing all significantly regulated genes under six hours hypoxia involved in mitochondrial metabolism using the MitoCarta 3.0 gene set, genes specifically involved in lipid metabolism are marked in bold. **(c)** Correlation between RER and *Cpt1a* expression (*n* = 24, combined Hypox and Norm)

To obtain a better insight in the most prominently regulated mitochondrial pathway (metabolism), we sorted all regulated genes of this pathway based on their FC in descending order (Fig. 3b). Nine out of 29 genes, bold in Fig. 3b, were involved in lipid metabolism. Carnitine palmitoyltransferase 1 (CPT1) together with carnitine-acylcarnitine translocase (CACT) and CPT2 compose the carnitine shuttle. 

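*Cpt1a* (NM_013495) was read by 1 probe past the filter, printed in 10 spots, on chromosome 19 from 3385374 to 3385433. Its log2 ratio was -0.079 ± 0.058 (SD, n = 12) in Norm and 0.065 ± 0.17 (SD, n = 12) in Hypox, a log2 fold change of 0.14 (standard error 0.063, p = 0.0294, adjusted p = 0.342). It was positive on 5 of 6 slides. The test did not pass with the Cy5 channel alone (0.12, p = 0.260), the processed signals (0.26, p = 0.157) or the replicate block (p = 0.0573), or without Hypox replicate 2 (0.11), 3 (0.13) or 6 (0.12). A second probe, at 1.36 times the background, gave 0.022 (p = 0.737). In the deposited values of the 10 spots, the log2 fold change ranged from -0.033 to 0.30, and 1 of the 10 spots passed the t-test. *Slc25a20* (NM_020520), on chromosome 9 from 108585399 to 108585458, had a log2 fold change of 0.26 (standard error 0.10, p = 0.0128, adjusted p = 0.260) and was higher on 6 of 6 slides, from 0.054 to 0.67.

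**Figure D4:**
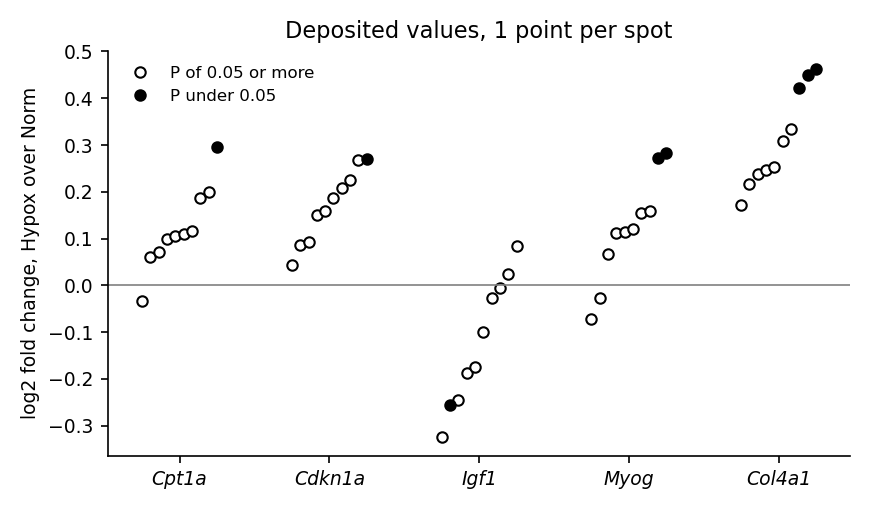
Log2 fold change of the authors' deposited values (Hypox over Norm) for each deposited spot of *Cpt1a*, *Cdkn1a*, *Igf1*, *Myog* and *Col4a1*, with filled points for spots under 0.05 in the t-test. Each of the 5 genes has 10 spots, of which 1, 1, 1, 2 and 3 are filled.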

*Cpt1a* (FC = 1.23), encoding an isoform of CPT1, and *Slc25a20* (FC = 1.23), encoding CACT were upregulated in Hypox. In contrast, *Cpt1b*, the main CPT1 isoform expressed in muscle, and *Cpt2* were not changed. 

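The brightest of the 2 *Cpt1b* probes (chromosome 15, 89246836 to 89246895) gave 0.30 ± 0.24 in Norm and 0.28 ± 0.30 in Hypox (SD, n = 12 each), a log2 fold change of -0.020 (standard error 0.11, p = 0.851), and the other probe gave -0.072 (p = 0.454). *Cpt2* (chromosome 4, 107576591 to 107576650) had a log2 ratio of 0.17 ± 0.28 in Norm and 0.53 ± 0.51 in Hypox, a log2 fold change of 0.36 (standard error 0.16, p = 0.0288, adjusted p = 0.340), and was higher on 5 of 6 slides. On its deposited values the log2 fold change was 0.60 and the test did not pass (p = 0.0863 from limma and 0.106 from the methods' t-test). Without the array of Norm replicate 5, the p-value of *Cpt2* was 0.0617, and without Hypox replicate 2 its log2 fold change was 0.24.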

Correlation analysis of the normalized log intensity of muscle *Cpt1a* against whole body RER showed a negative correlation (Pearson r = -0.498, *P*-value = 0.013; Fig. 3C). Likewise, a negative correlation was also found between muscle *Cpt1a* expression and whole body energy expenditure (Pearson r = -0.495, *P*-value = 0.014; Fig. S4). To further investigate whether lipid catabolism is affected during hypoxia, acylcarnitines in the *M. gastrocnemius* were analyzed.

### Increased C12-C16 acylcarnitines after six hours of hypoxia

Table 1 shows the quantification of *M. gastrocnemius* free carnitine and 39 types of acylcarnitine. Generally, hypoxia tended to increase the amount of total acylcarnitines (FC = 1.88, *P*-value = 0.066). Especially, most C14 (C14-0, C14-1, C14-2, C14-1OH, C14-2OH), C16 (C16-0, C16-1, C16-2 and C16-1OH) and C18-1 acylcarnitines were significantly upregulated. Moreover, C18-2, C18-3, C18-1OH and C18-2OH all showed an increasing trend (*P*-value < 0.1). Additionally, concentrations of C20 acylcarnitine showed a striking increase (FC > 1.4), but without statistical significance (*P*-value > 0.1), between Hypox and Norm. Overall, total long-chain (C14-C20) acylcarnitines tended to be increased in the Hypox group (FC = 1.90; *P*-value = 0.065). Moreover, C14-1, C16-0 and C18-1 are clinical markers for an impaired beta oxidation, and these were individually and jointly, significantly upregulated. This accumulation of acylcarnitines in muscle is in line with upregulated *Cpt1a* without concomitant upregulation of downstream β-oxidation genes. Exposure to hypoxia did not affect free carnitine, neither most short-chain (C2-C5) and medium-chain (C6-C12) acylcarnitine levels, except for C5-1 carnitine (downregulated), and C5DC and C12-1 carnitine (upregulated). Altogether, the changes in acylcarnitine levels, and in particular the alterations in C16, can be considered a functional confirmation of our gene expression data.

**Table 1:** Overview of acylcarnitines and free carnitine levels in skeletal muscle after six hours Hypox (12% O_2_) versus Norm

Metabolites	Norm (nmol/g)	Hypox (nmol/g)	FC	P-value	95% confidence interval
Free carnitine					
L-carnitine	97.67 ± 25.25	92.78 ± 18.27	−1.05	0.593	−23.65, 13.88
Short-chain acylcarnitines					
C2-0	44.04 ± 5.15	44.44 ± 5.85	1.01	0.863	−4.28, 5.06
C3-0	0.55 ± 1.23	0.54 ± 1.43	−1.03	0.795	−0.14, 0.14
C4-0	2.78 ± 0.99	2.68 ± 0.62	−1.04	0.750	−0.82, 0.60
C4OH	1.99 ± 0.76	2.30 ± 0.57	1.16	0.264	−0.26, 0.89
C5-0	0.18 ± 0.05	0.15 ± 0.05	−1.21	0.128	−0.07, 0.10
C5-1	0.02 ± 1.36	0.01 ± 1.65	−1.83	**0.002**	−0.01, 0.00
C2-C5	49.58 ± 4.81	50.15 ± 5.82	1.01	0.798	−3.96, 5.10
Medium-chain acylcarnitines					
C4DC	3.09 ± 1.19	2.76 ± 1.11	−1.12	0.076	−0.64, 0.04
C6-0	0.74 ± 0.31	0.76 ± 0.25	1.02	0.884	−0.22, 0.05
C6-1	0.03 ± 1.46	0.03 ± 1.5	1.07	0.659	−0.01, 0.01
C5DC	0.44 ± 0.09	0.61 ± 0.15	1.37	**0.004**	0.06, 0.27
C8-0	0.37 ± 0.15	0.38 ± 0.13	1.05	0.756	−0.10, 0.13
C8-1	0.15 ± 0.05	0.15 ± 0.05	−1.02	0.859	−0.05, 0.04
C7DC	0.09 ± 0.04	0.13 ± 0.05	1.37	0.072	−0.00, 0.07
C10-0	0.32 ± 0.15	0.41 ± 0.15	1.28	0.161	−0.04, 0.22
C10-1	0.15 ± 0.07	0.18 ± 0.07	1.18	0.355	−0.03, 0.09
C10-2	0.04 ± 0.02	0.03 ± 0.01	−1.08	0.674	−0.01, 0.01
C12-0	0.96 ± 0.35	1.34 ± 0.57	1.40	0.064	−0.02, 0.78
C12-1	0.21 ± 0.10	0.31 ± 0.13	1.49	**0.048**	0.00, 0.20
C6-C12	6.64 ± 1.49	7.11 ± 1.42	1.07	0.434	−0.76, 1.70
Long-chain acylcarnitines					
C12DC	0.06 ± 0.03	0.09 ± 0.04	1.60	**0.031**	0.00, 0.06
C14-0	2.46 ± 1.10	3.79 ± 1.73	1.54	**0.037**	0.09, 2.57
C14-1	1.19 ± 0.47	1.89 ± 0.71	1.59	**0.010**	0.19, 1.22
C14-2	0.46 ± 0.21	0.74 ± 0.30	1.61	**0.016**	0.06, 0.50
C14OH	0.2 ± 1.77	0.32 ± 1.78	1.62	0.051	0.00, 0.33
C14-1OH	0.16 (0.13, 0.17)	0.52 (0.27, 0.55)	2.41	**0.014**	0.10, 0.40
C14-2OH	0.14 (0.09, 0.18)	0.46 (0.27, 0.54)	2.36	**0.012**	0.09, 0.41
C16-0	10.21 ± 5.88	18.26 ± 8.70	1.79	**0.015**	1.72, 14.40
C16-1	3.62 ± 1.93	6.89 ± 3.47	1.90	**0.011**	0.86, 5.69
C16-2	2.07 ± 1.17	3.52 ± 1.77	1.70	**0.030**	0.16, 2.73
C16OH	0.71 ± 1.95	1.06 ± 2.01	1.50	0.161	−0.11, 1.18
C16-1OH	0.38 (0.25, 0.46)	1.03 (0.67, 1.23)	2.12	**0.014**	0.21, 0.85
C16-2OH	0.15 ± 1.77	0.22 ± 1.79	1.47	0.117	−0.01, 0.21
C16DC	2.22 ± 1.86	2.33 ± 1.99	1.05	0.856	−0.88, 1.84
C18-0	276.6 ± 2.2	451.4 ± 2.23	1.63	0.146	−46.49, 608.62
C18-1	885.7 ± 2.23	1755 ± 2.24	1.98	**0.049**	3.90, 2576.77
C18-2	631.3 ± 2.4	1313 ± 2.37	2.08	0.051	−1.53, 2107.98
C18-3	66.35 ± 2.12	122.5 ± 2.27	1.85	0.069	−3.43, 172.18
C18OH	34.78 ± 2.28	44.61 ± 2.22	1.28	0.460	−12.31, 53.74
C18-1OH	101.6 ± 2.26	199.1 ± 2.24	1.96	0.054	−1.37, 293.85
C18-2OH	90.06 ± 2.3	161.8 ± 2.2	1.80	0.091	−8.61, 231.26
C20-0	24.29 ± 2.5	37.58 ± 2.6	1.55	0.265	−7.26, 58.60
C20-1	141 ± 2.54	250.5 ± 2.59	1.78	0.149	−28.07, 414.54
C20-2	182 ± 2.42	314.7 ± 2.5	1.73	0.150	−35.07, 492.02
C20-3	35.56 ± 2.13	53.43 ± 2.28	1.50	0.221	−8.22, 68.90
C20-4	19.02 ± 1.91	26.85 ± 2.06	1.41	0.231	−3.99, 28.94
C14-C20	2547 ± 2.26	4852 ± 2.24	1.90	0.065	−106.44, 7096.37
Total acylcarnitines	2621 ± 2.22	4924 ± 2.22	1.88	0.066	−113.23, 7045.45

Data were shown as mean ± SD, geometric mean ± geometric SD for lognormal distribution data, or median (IQR). FC representing in Hypox/Norm (*n* = 12 per group), *P*-value < 0.05 in Welch t-test or Mann–Whitney tests are marked in bold. 95% confidence interval was calculated for the difference in means (Hypox – Norm)

### FOXO signaling pathway was activated by six hours of hypoxia

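A fixed list of 32 muscle FOXO target genes, which leaves out the genes that the paper names, was tested in place of the KEGG pathway, which was not used here. The 28 targets tested had a mean log2 fold change of 0.065 (adjusted p = 0.557 from camera and 0.192 from fry), with 19 higher and 9 lower. The mean was positive on 3 of 6 slides, from -0.053 to 0.17. Without adjustment 4 targets were higher and 2 lower, the most significant being *Irs2* (log2 fold change -0.34) and *Txnip* (0.54). Adjusted over the list alone, 3 targets passed, and adjusted over all genes tested, 0.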

KEGG pathway enrichment analysis revealed that the FOXO signaling pathway was the only one being significantly regulated (adjusted *P*-value = 0.022) with a total of 15 regulated genes that are shown in a heatmap (Fig. 4a). FOXOs have a role in proteolysis and skeletal muscle atrophy [100], which is compensated by the upregulation of ribosomal genes as identified with GO GSEA (Fig. 2d). The hypoxia exposure regulated *Foxo1* and *Foxo4* gene expression in opposite directions, with an upregulation of *Foxo1* and downregulation of *Foxo4*. 

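The brightest of the 2 *Foxo1* probes (chromosome 3, 52150183 to 52150242) gave -0.34 ± 0.18 in Norm and -0.11 ± 0.35 in Hypox (SD, n = 12 each), a log2 fold change of 0.23 (standard error 0.11, p = 0.0437, adjusted p = 0.391), positive on 5 of 6 slides. The other *Foxo1* probe gave 0.12 (p = 0.0624). The brightest probe passed in 12 of the 24 fits that left out 1 array, and did not pass with the methods' t-test (p = 0.0530), the Cy5 channel alone (0.20, p = 0.115) or median centring (p = 0.151). *Foxo4* (chromosome X, 98454974 to 98455033) gave 0.049 ± 0.18 in Norm and -0.10 ± 0.22 in Hypox, a log2 fold change of -0.15 (standard error 0.084, p = 0.0864), negative on 5 of 6 slides. Its mean Cy5 signal was 2.04 times the background. A probe of *Foxo4* under the filter, at 1.91 times the background, gave -0.25 (p = 0.00689). On the deposited values of the first probe, *Foxo4* was lower by a test that passed (-0.37, p = 0.0247), and *Foxo1* was at 0.32 by a test that did not (p = 0.0751). The deposited spot of the other *Foxo1* probe gave 0.19 and passed the methods' t-test (p = 0.0366).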

The integrated pathway map of the FOXO signaling pathway including regulated and non-regulated genes upstream of FOXO is shown in Fig. 4b. 

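*Sgk1* (chromosome 10, 21719507 to 21719566) rose from a log2 ratio of 0.21 ± 0.26 in Norm to 0.67 ± 0.27 in Hypox (SD, n = 12 each), a log2 fold change of 0.46 (standard error 0.11, p = 0.000162, adjusted p = 0.0477). The rise was seen on 6 of 6 slides, from 0.14 to 1.00, and remained between 0.43 and 0.51 with each array left out. *Chuk* (chromosome 19, 44147897 to 44147956) had a log2 fold change of -0.22 (standard error 0.072, p = 0.00463, adjusted p = 0.194) and was lower on 6 of 6 slides. It did not pass with the processed signals (-0.46, p = 0.0670), and median centring without loess gave 0.029 (p = 0.907), which is 0.22 below the median of all genes under that setting.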

The function of *Foxo1* and *Foxo4* is inhibited by serum/glucocorticoid regulated kinase 1 (*Sgk1*), thymoma viral proto-oncogene 3 (*Akt3*) and conserved helix-loop-helix ubiquitous kinase (*Chuk*), of which the gene expression of *Akt3* (FC = -1.19) and *Chuk* (FC = -1.16) were downregulated and *Sgk1* (FC = 1.62) was upregulated. Additionally, insulin-like growth factor 1 (*Igf1*; FC = -1.19), insulin receptor (*Insr*; FC = -1.20) and insulin receptor substrate 3 (*Irs3*; FC = -1.20) which are involved in the activation of *Akt3* and *Chuk* were also downregulated. In addition, protein arginine N-methyltransferase 1 (*Prmt1*), stimulating FOXO, was upregulated (FC = 1.35). These results suggest that FOXO and particularly *Foxo1*, was upregulated. 

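The brightest *Igf1* probe (chromosome 10, 87378456 to 87378515) gave a log2 ratio of 0.055 ± 0.11 in Norm and 0.052 ± 0.25 in Hypox (SD, n = 12 each), a log2 fold change of -0.0039 (standard error 0.081, p = 0.962), with 3 of 6 slides on each side. The other *Igf1* probes past the filter gave between -0.14 and 0.041, 1 of them with p = 0.0330. In the deposited values, 8 of the 10 *Igf1* spots were lower, from -0.33, and 1 spot passed. *Insr* (chromosome 8, 3151667 to 3151726) had a log2 fold change of -0.20 (standard error 0.077, p = 0.0163, adjusted p = 0.275), was lower on 5 of 6 slides and did not pass with the Cy5 channel alone (-0.16, p = 0.137) or the processed signals (-0.36, p = 0.255). The *Irs3* probe had a mean Cy5 signal of 1.55 times the background, under the filter, and was well above background on 3 of 24 arrays. Without the filter its log2 fold change was -0.10 (standard error 0.057, p = 0.0813), and its deposited spot gave -0.46 (p = 0.0373).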

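*Prmt1* was read by a pair of probes. The brightest (chromosome 7, 52232148 to 52232207) gave 0.37 ± 0.33 in Norm and 0.50 ± 0.31 in Hypox (SD, n = 12 each), a log2 fold change of 0.13 (standard error 0.12, p = 0.285) that was positive on 4 of 6 slides. The dimmer probe, from 52234092 to 52234151, gave 0.32 (standard error 0.13, p = 0.0181). The mean of both probes had p = 0.0400.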

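Apart from *Depp1*, the log2 fold changes of these FOXO targets lay between 0.17 and 0.53. *Ddit4* (chromosome 10, 59412486 to 59412545) had the largest, from -0.58 ± 0.23 in Norm to -0.050 ± 0.51 in Hypox (SD, n = 12 each, standard error of the difference 0.15, p = 0.00147, adjusted p = 0.117), and was higher on 5 of 6 slides. *Klf2* (0.32, p = 0.0156) and *Trib3* (0.23, p = 0.0116) were higher on 6 of 6 slides and *Gadd45a* (0.25, p = 0.0272) on 4. *Klf2* (p = 0.0866), *Trib3* (p = 0.164) and *Gadd45a* (p = 0.218) did not pass with the Cy5 channel alone, nor *Trib3* (0.43, p = 0.210) and *Gadd45a* (0.29, p = 0.0973) with the processed signals. *Gadd45a* did not pass without Norm replicate 3 (0.22) or 6 (0.22) or Hypox replicate 5 (0.20) or 10 (0.19). *Cdkn1a*, whose probe past the filter was printed in 10 spots, was higher on 6 of 6 slides, and its test did not pass (0.17, standard error 0.092, p = 0.0742). In the deposited values, 10 of the 10 *Cdkn1a* spots were higher and 1 passed. None of these 5 genes passed after adjustment over all genes.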

Since the FOXO pathway in the KEGG database is based on literature until 2013 and only included growth arrest and DNA-damage-inducible 45α (*Gadd45a*), cyclin-dependent kinase inhibitor 1A (*Cdkn1a*) and Kruppel-like factor 2 (*Klf2*), we also included the established FOXO targets: DNA-damage-inducible transcript 4 (*Ddit4*), *Depp1* and *Trib3* [77] (Fig. 4a) to investigate the downstream genes. Remarkably, the expression of all these genes were significantly increased, of which *Depp1* is the most upregulated gene in the volcano plot (Fig. 2a). In addition, *Trib3* expression was strongly correlated to blood glucose levels (Pearson r = 0.718, *P*-value < 0.001; Fig. 4c). Target genes of HIF1 were also analyzed based on the study of Benita et al*.* [10]. 

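A fixed list of 39 commonly cited HIF1 target genes was tested, and the published list of HIF1 genes was not used here. The 32 genes tested had a mean log2 fold change of -0.0019 and a median of 0.019, of opposite sign (adjusted p = 0.945 from camera), with 18 genes higher and 14 lower. The mean was positive on 3 of 6 slides, from -0.14 to 0.077. It was positive with the processed signals, median centring, the Cy5 channel alone and the deposited values, and the test passed with none of these. Without adjustment 1 gene passed, *Ankrd37* (0.25, standard error 0.091, p = 0.0103). The list leaves out *Ddit4* (0.53, p = 0.00147) and *Cdkn1a* (0.17, p = 0.0742), both from limma, which the paper counts among its regulated HIF1 genes. The list therefore cannot speak for HIF1 targets outside it.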

Results showed that of the 159 reported HIF1 genes, only 10 genes were regulated (Fig. S5). Among these 10 regulated genes, *Ddit4* and *Cdkn1a* are also FOXO target genes. Together, these results suggest an activation of the FOXO signaling pathway after six hours hypoxia exposure.

**Fig. 4:**
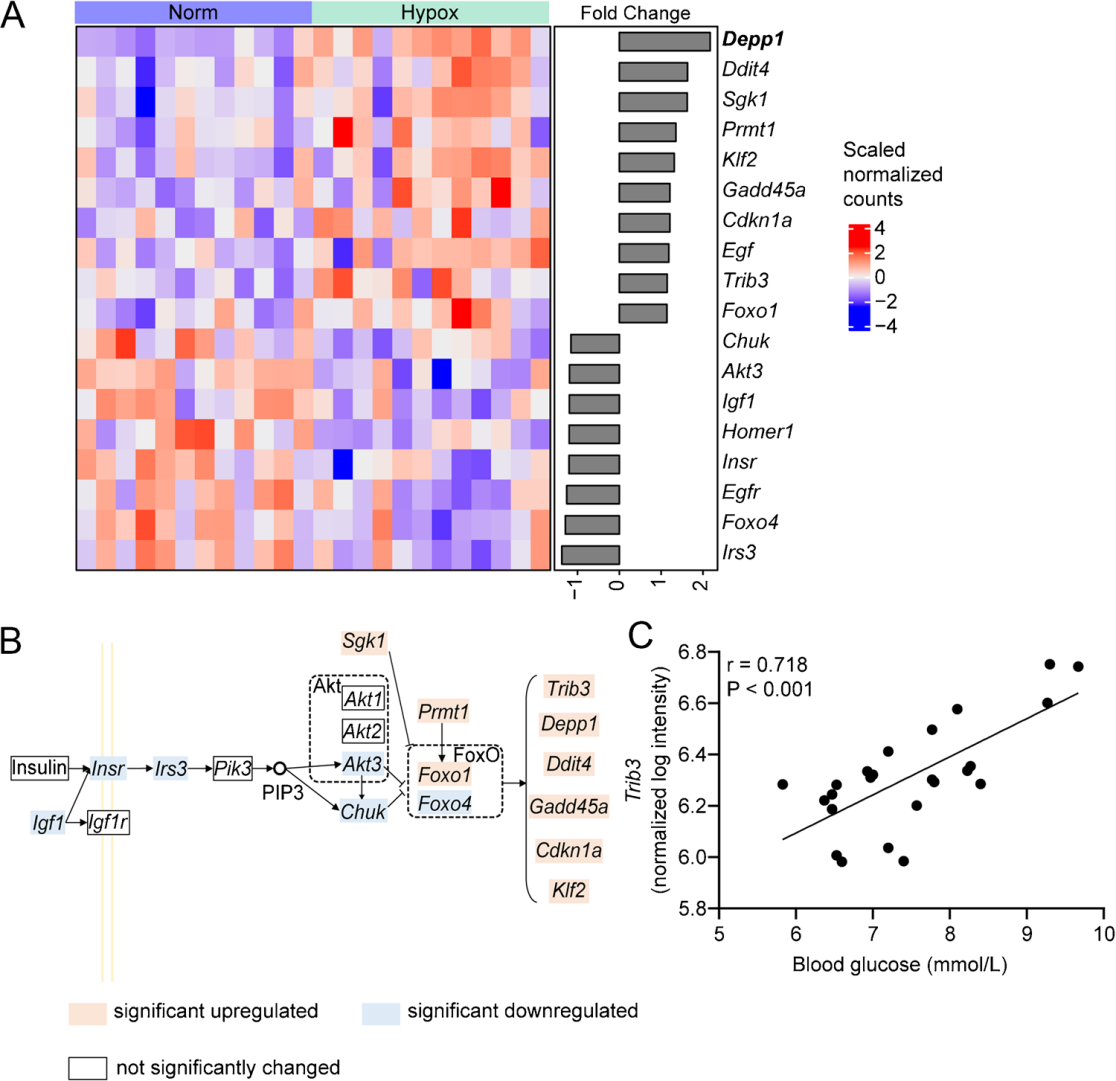
The effect of six hours hypoxia on the FOXO signaling pathway. **(a)** Heatmap showing all significantly regulated genes involved in the FOXO pathway in Hypox (12% O_2_) versus Norm. **(b)** Schematic presentation of the FOXO pathway. **(c)** Correlation between blood glucose and *Trib3* expression (*n* = 24, combined Hypox and Norm)

### Six hours of hypoxia tended to cause denervation of NMJ and affect contractile fiber on gene expression

Based on the cluster of ‘postsynaptic asymmetric synapse neuron’ in the GO GSEA (Fig. 2d), we investigated the effect of six hours hypoxia exposure on genes involved in the NMJ. In total, 50 significantly regulated genes were mapped to unique SynGO annotated genes. 

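Of the 50 genes in Table S5, 47 were tested here and 42 changed in the direction that the table gives. Among them, 6 of the 14 genes given as higher and 15 of the 33 tested genes given as lower passed without adjustment. The median log2 fold change was 0.20 for the former and -0.17 for the latter. Adjusted over the list alone, 13 genes passed, and adjusted over all genes tested, 0. These genes were also chosen by the study on the same samples, so none of these counts is independent evidence, those adjusted over the list alone included.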

Forty-four genes could be mapped to cellular component (Fig. 5a), and 41 genes could be mapped to the biological processes (Table S5). SynGO GSEA showed that 2 terms (modulation of chemical synaptic transmission and structural constituent of postsynapse) in biological processes and 3 terms (postsynaptic specialization, postsynaptic density and postsynaptic density, intracellular component) in cellular components were significantly regulated (adjusted *P*-value < 0.05, Table S6). Additionally, based on the NMJ gene list [9, 26, 42, 43, 52, 68, 78], 4 genes were upregulated in the Hypox versus Norm: cholinergic receptor nicotinic alpha polypeptide 1 (*Chrna1*; FC = 1.37), cadherin 15 (*Cdh15*; FC = 1.31), muscle-specific receptor tyrosine kinase (*Musk*; FC = 1.25) and myogenin (*Myog*; FC = 1.21; Fig. 5b).

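*Myog* (chromosome 1, 136188874 to 136188933) rose from -0.084 ± 0.069 in Norm to 0.15 ± 0.15 in Hypox (SD, n = 12 each), a log2 fold change of 0.23 (standard error 0.060, p = 0.000659, adjusted p = 0.0899). It was higher on 6 of 6 slides, with a probe well above background on 4 of 12 Norm and 7 of 12 Hypox arrays. In the deposited values of its 10 spots, 8 were higher and 2 passed. *Chrna1* had a log2 fold change of 0.30 (p = 0.0113) and *Musk* of 0.29 (p = 0.0203), both on 6 of 6 slides. *Cdh15* had a log2 fold change of 0.25 (p = 0.0498) on 5 of 6 slides and passed in 10 of the 24 fits that left out 1 array, the smallest being 0.14 (p = 0.0812) without Hypox replicate 2. Of the 12 other genes commonly cited as raised by denervation, 8 were tested, with a mean log2 fold change of 0.13 (adjusted p = 0.0781 from camera) that was positive on 5 of 6 slides and in which *Mybph* rose most (0.52, p = 0.00242).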

**Fig. 5:**
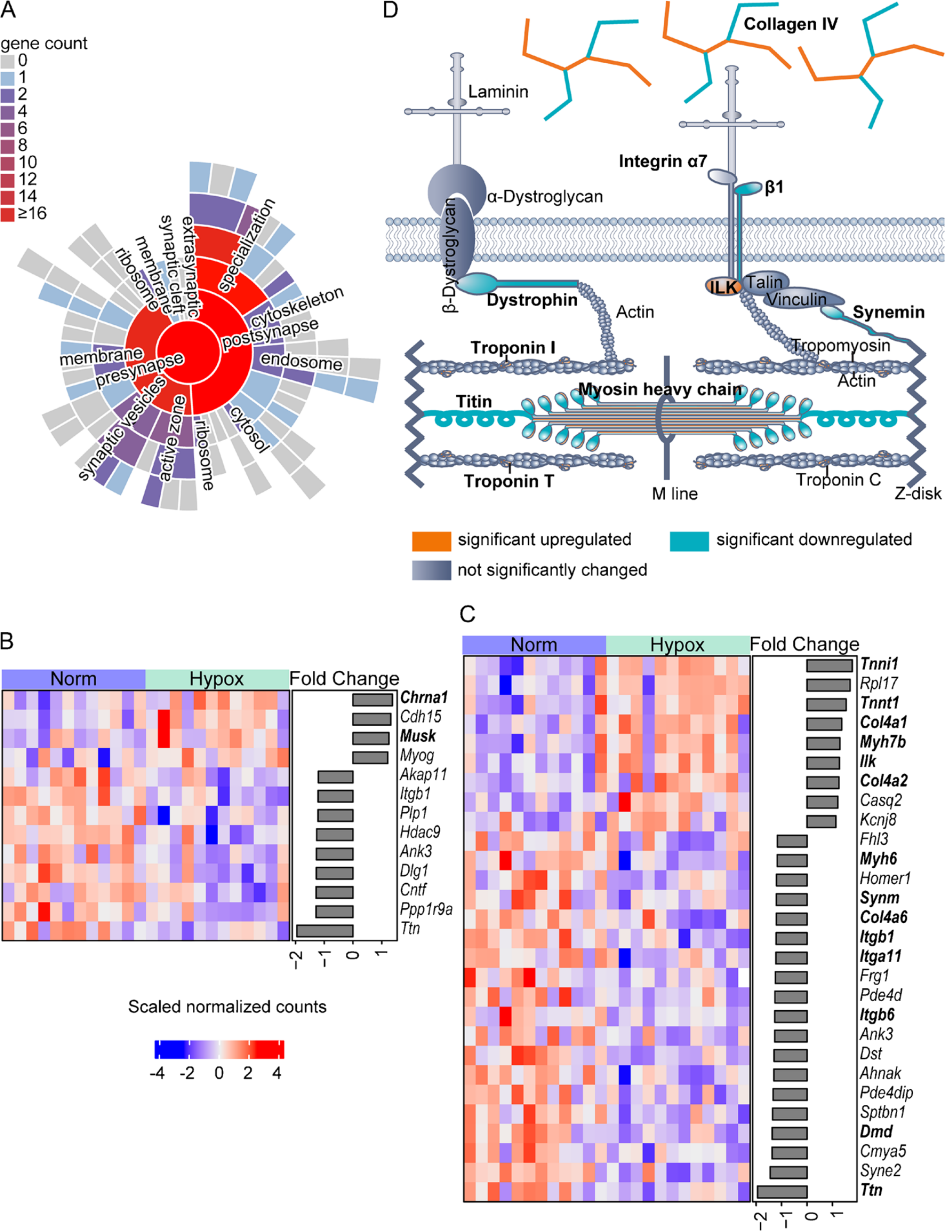
The effect of six hour Hypox versus Norm on the muscle structure, ECM and NMJ. **(a)** SynGO sunburst of the genes involved in synapse based on the cellular components including child terms **(b)** Heatmap showing significantly regulated NMJ genes after hypoxia. **(c)** Heatmap showing significantly regulated genes under hypoxia based on the GO term contractile fiber and collagen genes. **(d)** Schematic presentation of regulated genes (bold in c) that are involved in the ECM and contractile fiber

The most downregulated gene *Ttn* (Fig. 2c) and the identification of the clusters actin-based cell apparatus compartment (Fig. 2d) indicated that a six hours hypoxia exposure also affected expression of genes involved in muscle structure. 

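The 4 probes of *Ttn* past the filter differed. The probe that starts at base 93881 of the transcript had a log2 fold change of -1.21 (standard error 0.19, p = 9.84e-07) and the one at base 33226 of -1.15 (standard error 0.22, p = 1.58e-05), both larger falls than that of the brightest probe, which starts at base 101578. The probe at base 2094 of a shorter transcript, NM_028004, gave 0.10 (standard error 0.15, p = 0.488). In the deposited values, 3 of the 4 *Ttn* spots were lower and 2 passed, the strongest at -0.96.

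**Figure D5:**
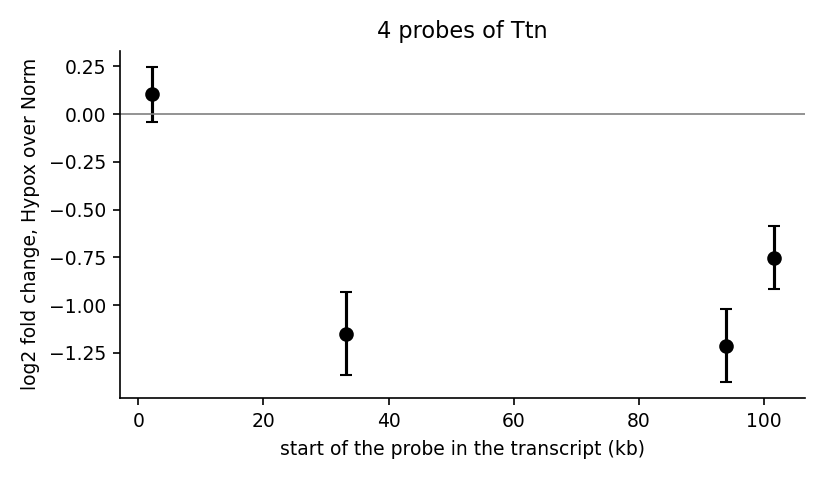
Log2 fold change (Hypox over Norm) of the 4 *Ttn* probes against the start of the probe in its transcript in bases, with bars for the standard error over 12 Norm and 12 Hypox arrays. The probe at base 2094 lies at 0.10 and the other probes between -1.21 and -0.75.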

All regulated genes of the contractile fiber GO term and the collagen genes, which are important components of the ECM are schematically shown in Fig. 5a. Key genes related to ECM and muscle contractile fiber structure are shown in an heatmap (Fig. 5d), of which the highlighted genes are regulated by the hypoxia exposure. Of all genes involved in the thick filament, *Ttn* and myosin heavy polypeptide 6 (*Myh6*) were downregulated, while *Myh7b* was upregulated. However, in the thin filament, only 2 genes of troponin complex, troponin I1 (*Tnni1*) and troponin T1 (*Tnnt1*), were upregulated. 

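*Myh6* (chromosome 14, 55560774 to 55560833) gave a log2 ratio of 0.12 ± 0.19 in Norm and -0.026 ± 0.18 in Hypox (SD, n = 12 each), a log2 fold change of -0.14 (standard error 0.080, p = 0.0840) that was negative on 4 of 6 slides. On its deposited values it passed (-0.23, p = 0.0365). *Myh7b* (chromosome 2, 155459122 to 155459181) had a log2 fold change of 0.27 (standard error 0.13, p = 0.0481, adjusted p = 0.402), with 3 of 6 slides on each side. Of the 24 fits that left out 1 array, 10 passed for *Myh7b*, with the lowest value, 0.19, without Norm replicate 5, and it did not pass with the Cy5 channel alone (p = 0.274) or the replicate block (p = 0.0771).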

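*Tnni1* (NM_021467) rose from a log2 ratio of -0.95 ± 0.58 in Norm to -0.34 ± 0.22 in Hypox (SD, n = 12 each), a log2 fold change of 0.61 (standard error 0.16, p = 0.000891, adjusted p = 0.0978), and was higher on 5 of 6 slides. The brightest *Tnnt1* probe had a log2 fold change of 0.38 (standard error 0.24, p = 0.125), with 3 of 6 slides on each side, and the other probe of 0.50 (p = 0.0295). The Cy5 channel alone (0.48, p = 0.0292) and the mean of both probes (0.44, p = 0.0404) passed the test for *Tnnt1*. Leaving out arrays one at a time gave 0.19 without Norm replicate 5 and up to 0.48 otherwise. The 12 other slow fiber genes tested had a mean log2 fold change of 0.27 (adjusted p = 0.00578 from camera and 0.142 from fry), with 12 of 12 genes higher. Without Norm replicate 5 their mean was 0.16 (adjusted p = 0.0477), and without each other array between 0.24 and 0.33. Their mean was positive on 3 of 6 slides, from -0.053 to 0.96, and varied more between Norm arrays (SD 0.49) than between Hypox arrays (SD 0.19). Across the 24 arrays, with the group means removed, *Tnni1* followed the mean of the slow fiber genes (Pearson r = 0.858, Spearman rho = 0.797, permutation p = 1e-05 for both, the smallest that the permutations can give, and 1.6e-05 adjusted over 8 tests of 4 relations). Without the 2 arrays farthest from the median of the list, r was 0.697. *Tnnt1* had r = 0.870 (permutation p = 1e-05, adjusted p = 1.6e-05), rho = 0.683 (permutation p = 0.00037, adjusted p = 0.000423) and r = 0.646 without those arrays. With slide means removed too, *Tnni1* had r = 0.811 (permutation p within slides 0.0005, adjusted p = 0.000857 over 12 tests of 6 relations) and rho = 0.755 (p = 0.0008, adjusted p = 0.0012), and *Tnnt1* r = 0.856 and rho = 0.754 (p = 0.0004 and adjusted p = 0.0008 for both).

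**Figure D6:**
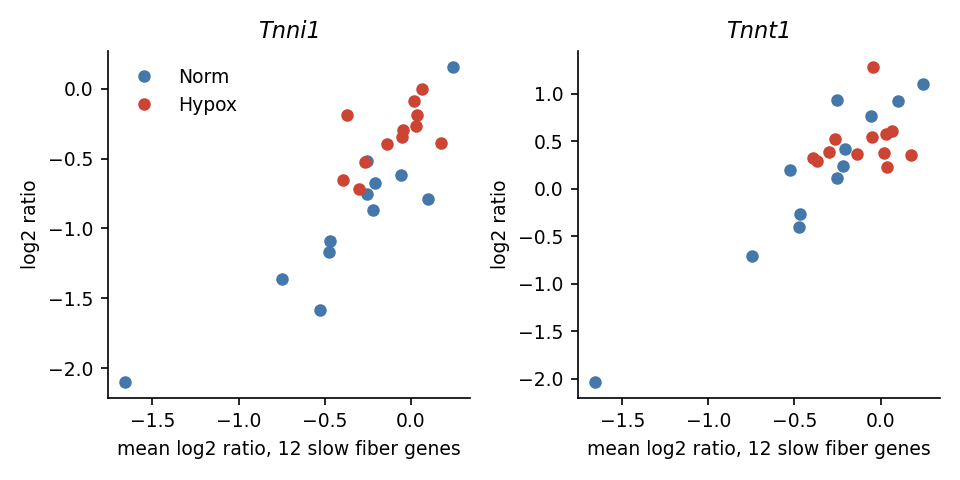
Log2 ratio of *Tnni1* and *Tnnt1* against the mean log2 ratio of the 12 slow fiber genes, 1 point per array, for 12 Norm and 12 Hypox arrays. The Norm arrays spread wider along the list (SD 0.49) than the Hypox arrays (SD 0.19).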

Notably, an upregulation of *Tnni1*, *Tnnt1* and *Myh7b* and downregulation of *Myh6* are all features of a slow fiber type, which may suggest a muscle fiber change to type I. Additionally, integrin β1 (*Itgb1*) which forms the receptor of collagen IV, were downregulated. 

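The brightest *Itgb1* probe (chromosome 8, 131246349 to 131246408) had a log2 ratio of -0.075 ± 0.088 in Norm and -0.27 ± 0.21 in Hypox (SD, n = 12 each), a log2 fold change of -0.19 (standard error 0.072, p = 0.0133, adjusted p = 0.263). It was lower on 5 of 6 slides, and with median centring, at 0.0049, lay 0.25 below the median of all genes. It did not pass with the Cy5 channel alone (-0.078, p = 0.504) or the processed signals (-0.29, p = 0.202). The other *Itgb1* probe gave -0.032 (p = 0.659). The 14 fast fiber genes had a mean log2 fold change of -0.19 (adjusted p = 0.0843 from camera, and 0.00621 with the slide as a block), with 11 lower and 3 of 6 slides on each side. Their mean turned to 0.070 with the processed signals, 0.50 with median centring (0.25 above the median of all genes), 0.037 with the Cy5 channel alone and 0.33 on the deposited values.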

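*Col4a1* (chromosome 8, 11199009 to 11199068, 10 spots of 1 probe) rose from -0.57 ± 0.20 in Norm to -0.36 ± 0.23 in Hypox (SD, n = 12 each), a log2 fold change of 0.21 (standard error 0.090, p = 0.0297, adjusted p = 0.343). In its deposited values, 10 of 10 spots were higher and 3 passed. Its test did not pass with the Cy5 channel alone (p = 0.0633) or without Norm replicate 7 (0.18) or 9 (0.18) or Hypox replicate 3 (0.17) or 5 (0.19). *Col4a2* (chromosome 8, 11448840 to 11448899) had a log2 fold change of 0.25 (standard error 0.12, p = 0.0416), and both genes were higher on 5 of 6 slides. *Col4a2* passed in 11 of the 24 fits that left out 1 array, and did not pass with the methods' t-test (p = 0.0535) or the replicate block (p = 0.0651). *Col4a6* (chromosome X, 137601433 to 137601491), whose mean Cy5 signal was 2.16 times the background, had a log2 fold change of -0.077 (standard error 0.072, p = 0.296), negative on 4 of 6 slides and 0.040 with the Cy5 channel alone. On its deposited values *Col4a6* passed (-0.27, p = 0.0374). The 20 collagen genes tested had a mean log2 fold change of 0.025 and a median of 0.056, while the camera test pointed down (adjusted p = 0.999).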

Some collagen IV genes were altered, being *Col4a1* and *Col4a2* upregulated and *Col4a6* downregulated. Other regulated genes involved in the ECM, based on MatrisomeDB are shown in Table S7. These results indicate that six hours of hypoxia tended to affect the ECM and contractile fibers, possibly shifting to oxidative, slow fibers, and denervate NMJ.

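Of the 23 genes in Table S7, 21 were tested here and 19 changed in the direction that the table gives. Without adjustment 7 of the 10 genes given as higher and 3 of the 11 given as lower passed. Adjusted over the list alone, 7 genes passed, and adjusted over all genes tested, 2, although the study chose the list on the same samples. Among the latter, *Mfap1b* (NM_001081975, chromosome 2, 121292832 to 121295570) fell by 0.35 on the log2 scale (standard error 0.069, p = 1.96e-05, adjusted p = 0.0256) and was lower on 6 of 6 slides, from -0.55 to -0.11. *Sftpc*, with the largest rise in the table (0.81, standard error 0.31, p = 0.0153), was well above background on 4 of 24 arrays, all Hypox.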

## Discussion

### Six hours of hypoxia impairs mitochondrial oxidative metabolism

In this study, we investigated the *in vivo* effects in the *M. gastrocnemius* upon a six hours environmental normobaric hypoxia (12% O_2_) exposure of male C57BL/6JOlaHsd adult obese mice. On whole body level, the six hours of hypoxia reduced energy expenditure, increased blood glucose and tended to further increase fat and decrease glucose oxidation as shown by a decreased tendency of RER. In *M. gastrocnemius*, C14-1, C16-0 and C18-1 acylcarnitines were significantly increased, suggesting decreased tissue lipid oxidation, and transcriptomic analysis revealed the FOXO signaling pathway as the only pathway being significantly upregulated. Interestingly, the data suggest that the FOXO signaling pathway is connected to the above described processes, but also to alterations in processes involved in skeletal muscle structure, ECM, tissue remodeling, and NMJ.

The decrease in oxygen consumption at the whole body level indicates a decrease in mitochondrial OXPHOS and subsequent metabolic rate. However, no decrease in OXPHOS gene expression was seen. This is different from long-term studies showing decreased expression levels of complex I and complex IV in human after 66 days at high altitude hypoxia exposure [60] and decreased complex I and IV activity and complex I protein levels in heart mitochondria of rats exposed to 11% oxygen for two weeks [34]. 

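The 84 OXPHOS subunits tested, all encoded in the nucleus, had a mean log2 fold change of -0.054 and a median of -0.060 (adjusted p = 0.0136 from camera, 0.622 from fry and 0.555 from camera with the estimated correlation), with 33 genes higher and 51 lower. The mean was positive on 3 of 6 slides and ranged from -0.31 on slide 1 to 0.12 on slide 6. It was 0.048 with the processed signals, 0.054 with the Cy5 channel alone and 0.34 on the deposited values, where the list passed as higher (adjusted p = 0.000325). Without Norm replicate 4 or Norm replicate 11, which both lay on slide 1, the camera test did not pass (adjusted p = 0.147 and 0.207). Adjusted over the list alone and over all genes tested, limma passed 0 of these subunits. The 13 subunits encoded in mitochondrial DNA, looked at after their values were seen, were all lower (mean -0.79), and 11 passed without adjustment. *ATP8* (-0.85, adjusted p = 0.0434) and *ND4L* (-1.17, adjusted p = 0.0477), both named after their values were seen, passed over all genes tested, in 7 and 6 of the 24 fits that left out 1 array. The 278 other genes in the range of Cy5 signal of the 12 brightest of the 13 had a mean of -0.16. With median centring the mean of the 13 subunits was -0.094, which is 0.35 below the median of all genes, and on the deposited values -0.29, and 0 passed under either. Without adjustment 11 passed with the processed signals and 12 with the slide as a block. After quantile normalization of the deposited values, chosen after the data were seen, 12 passed (mean -0.58). Over all genes tested, 4, 7 and 4 subunits passed under these settings.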

The switch from oxidative (mitochondrial) to glycolytic ATP production may underlie the observed decreased oxygen consumption, but the increase in blood glucose levels suggests that this is not the case. As the mice in the current study were exposed to acute hypoxia in a fasted state, the observed increased blood glucose could be triggered by a raised hepatic gluconeogenesis [20], an increased glycogen degradation and/or a decreased glucose uptake and use by skeletal muscle [33]. Part of this could be mediated by FOXO [7, 31].

FOXOs play a critical role in hepatic glucose homeostasis. Liver specific knockout of either FOXO1 alone or FOXO1/3/4 together led to lower blood glucose levels under both fasting and non-fasting conditions in mice [72], which also indicates FOXO may play an important role in obesity. To regulate blood glucose, FOXOs activate the hepatic gluconeogenic program transcriptionally [25, 72]. In contrast, FOXOs inhibit glycolysis, likely through suppression of glucokinase and pyruvate kinase gene expression [84, 109]. However, our results did not show a gene regulation of rate-limiting enzymes of glycolysis although FOXO signaling was increased in muscle (Fig. 4b). 

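Of the 8 hexokinase, phosphofructokinase and pyruvate kinase genes listed, 5 were tested. Their mean log2 fold change was -0.10 (adjusted p = 0.182 from camera), and the mean was positive on 3 of 6 slides. It turned to 0.38 with median centring (0.13 above the median of all genes) and 0.22 on the deposited values, and was -0.065 without Norm replicate 4. *Hk2* was at -0.17 (standard error 0.10, p = 0.0938) and *Pfkm* at -0.40 (standard error 0.25, p = 0.117).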

The significantly increased blood glucose levels without changes in serum insulin levels suggests a glucose intolerance state, as it was also seen in our previous hypoxia studies [27, 28]. This may be due to the strong upregulation of the FOXO target *Trib3*. TRIB3 is known to suppress insulin-stimulated glucose uptake in skeletal muscle [58]. Furthermore, *Trib3* expression positively correlated with blood glucose levels (Fig. 4c). Together with increased blood glucose levels, unaffected insulin levels (Fig. 1e) and decreased muscle expression levels of *Insr*, this suggests that a six hours hypoxia exposure decreased insulin signaling in muscle. This data is consistent with experiments with isotope-labeled glucose in humans after 2–10 days exposure to very high altitude and with studies showing that first 2 days exposure of very high altitude initially increased fasting blood glucose in humans [15, 59, 104].

The tendency of a decreased whole body RER correlated with the increased expression of *Cpt1a*, suggesting a compensatory response to elevate lipid catabolism. In addition to *Cpt1a*, *Slc25a20 (Cact)* and Enoyl CoA hydratase-1 (*Ech1*; FC = 1.58) were upregulated on the transcriptome level. 

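*Ech1* (NM_016772, chromosome 7, 29616256 to 29616416) rose from a log2 ratio of -1.01 ± 0.35 in Norm to -0.60 ± 0.22 in Hypox (SD, n = 12 each), a log2 fold change of 0.41 (standard error 0.11, p = 0.00137, adjusted p = 0.117). The rise was seen on 6 of 6 slides, from 0.11 to 0.80, and 11 of 12 Hypox arrays lay above the Norm mean. With each array left out in turn, it stayed between 0.35 and 0.47.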

ECH1 metabolizes unsaturated fatty acids with double bonds in odd-numbered positions along the carbon chain [66]. However, expression of other genes involved in β-oxidation, including the major muscle CPT1, *Cpt1b*, were not changed. 

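For 18 genes of β-oxidation, *Cpt1b* and *Cpt2* among them, the mean log2 fold change was 0.12 (adjusted p = 0.109 from camera and 0.313 from fry), with 12 genes higher and 6 lower. The mean was positive on 5 of 6 slides, from -0.15 on slide 1 to 0.29. Without adjustment 4 genes passed, all higher, among them *Acadl* (0.42, p = 0.00774) and *Eci2* (0.48, p = 0.0101), and adjusted over the list alone, limma passed 0. The camera test passed with the Cy5 channel alone (0.13, adjusted p = 0.0305) and on the deposited values (0.39, adjusted p = 0.00193).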

Since six hours hypoxia accumulated C12-C16 acylcarnitines, especially the clinical diagnostic tissue C14-1, C16-0 and C18-1 acylcarnitines, in the muscle tissue, this suggests an incomplete β-oxidation. Therefore, the upregulation of *Cpt1a* and *Slc25a20* was most likely an attempt to amend the reduced ATP availability and the decreased RER might reflect a strong reduction in glucose oxidation rather than an increased lipid oxidation, together with reduced metabolic rate (energy expenditure). This is in line with other studies of hypoxia exposure that showed suppressed fatty acid catabolism in skeletal muscle [74]. These results contrasted with other long-term studies that showed the opposite results, with hypoxia enhancing fatty acid β-oxidation in mouse after 8-week high-fat-diet (HFD) at 4300 m [93] and in humans after a 16-day high-altitude hypoxia (5260 m) [19].

Upon hypoxia exposure, the most upregulated transcript in the *M. gastrocnemius* was *Depp1* (Fig. 2b). *Depp1* was previously shown to be upregulated by hypoxia in kidney and brain [94], and to be mediated by FOXO1 in endothelial cells and skeletal muscle [77, 94]. DEPP1 is a critical stimulator of autophagy, a highly conserved catabolic process, which removes damaged and redundant cell components to promote survival and to counteract nutrient and energy shortage [83]. DEPP1 was shown to upregulate autophagy via the induction of reactive oxygen species (ROS) [83]. Interestingly, mild hypoxia has been associated with increase ROS production, while ROS production is decreased with severe hypoxia in cells [85]. Although it was not evident from our data, possibly because of the short duration of hypoxic exposure, it is tempting to speculate that the observed increase in *Depp1*, likely mediated by FOXO signaling, occurred to protect skeletal muscle against energy shortage, by altering ROS-mediated signaling and concomitantly increasing autophagy.

Overall, our results show that six hours hypoxia (12% O_2_) exposure of mice significantly decreased energy expenditure, with a concomitant increase in plasma glucose. The upregulation of *Depp1* and mitochondrial pathways may possibly be a response to restore energy status (Fig. 3a). However, no major alterations in core energy metabolic gene expression were observed.

### The central role of FOXO signaling

Our transcriptome-based KEGG pathway analysis identified the FOXO signaling pathway as the only significantly regulated pathway that was affected in the *M. gastrocnemius* upon a six hours exposure of mice to environmental normobaric hypoxia (12% O_2_). This agrees with a study in skeletal muscle of fish, where the FOXO signaling pathway was significantly enriched in the hypoxia tolerant group, with *Foxo1* being upregulated [18]. In mouse skeletal muscle, Gan et al*.* showed that after 2-h hypoxic (8% O_2_) exposure, AKT was dephosphorylated, which may promote downstream activation of FOXO [32]. Likewise, we found downregulated upstream genes related to phosphorylation state of FOXO, such as *Igf1*, *Insr*, *Irs3*, *Akt3* and *Chuk*. Indeed, acute liver-specific knockout of *Insr* enhanced FOXO1 activity and glucose intolerance [96]. Next to phosphorylation, FOXO1 can be methylated by PRMT1, which promotes the nuclear retention of FOXO1 by blocking the insulin/AKT-mediated phosphorylation at adjacent serine residues [106]. Similar to our result of increased *Prmt1* expression, Bayen et al*.* found increased PRMT1 expression, which in turn increased FOXO1 nuclear translocation and caused a decrease in glucose uptake and hyperglycemia in rats exposed to hypobaric hypoxia [8]. Importantly, we found that *Trib3, Depp1, Ddit4, Gadd45a, Cdkn1a, and Klf2,* all key downstream genes of FOXO are being upregulated after 6 h hypoxia exposure. Previously, TRIB3 was shown to be induced by hypoxia (0.1–0.5% O_2_) in breast cancer cells [13] and in rat pulmonary artery smooth muscle cells (5% O_2_) [16], Expression of *Ddit4* and *Gadd45a* were previously shown to be increased under hypoxia and oxidative stress [62, 64, 88]. Though *Ddit4* and *Cdkn1a* can be regulated by HIF1, analysis of HIF1 target genes supports that not HIF1, but FOXO1 may be the main regulator of skeletal muscle gene expression after 6 h hypoxia, which agrees to the results of Gan et al*.* [32]. Together our results indicates that six hours of normobaric hypoxia resulted in increased FOXO1 signaling in skeletal muscle, of which several regulated FOXO downstream genes are connected to blood glucose regulation (*Trib3*) and lipid handling as discussed previously. Strikingly, FOXO can also regulate muscle regeneration (via *Cdkn1a* and *Klf2*), the ECM [105] and NMJ (*Chrna1*) [11], which cumulatively suggests FOXO being involved in regulating all these processes. Long-term hypoxia, on the contrary, activated AKT and thereby inhibited FOXO1 in obese mice [93, 103]. It would therefore be interesting to study the effects of longer exposure and well as earlier timepoints on FOXO signaling. Due to the 6-week 40en% fat diet to mimic human fat consumption, adiposity of these mice was 30% at the time of hypoxia exposure. Therefore, these mice may be considered obese according to the WHO definition of human obesity and the lack of a specific definition for mouse obesity [24] and our results may not represent effects of acute hypoxia exposure in lean mice.

### Hypoxia, FOXO and skeletal muscle structure

In this study, we observed regulation of several genes featured in thin and thick filaments of type I (oxidative) muscle fiber (Fig. 5c), of which the upregulation of *Tnni1*, *Tnnt1* and *Myh7b* indicated that six hours hypoxia stimulated a switch to type I muscle fiber. Our findings agreed with observations in longer-term hypoxia exposure. For example, three-day hypoxia (4% O_2_) treatment remarkably elevated gene and protein expression of oxidative type I myosin heavy chain isoform in C2C12 cells [92]. Studies also found that high-altitude native deer mice have more type I fibers in the *M. gastrocnemius* [17, 65, 86]. Mechanistically, increased *Foxo1*, *Cpt1a* or *Trib3* has shown to significantly alter type I and type II muscle fiber proportions in mice [57]. Consistent with our results, overexpression of *Trib3* increased the number of type I fibers threefold in *M. soleus* and increased expression of *Myh7* and *Myh7b* in *M. gastrocnemius* [3]. Moreover, overexpression of *Cpt1a* showed a 28% increase in succinate dehydrogenase positive fibers indicating more oxidative capacity of the fibers [35]. However, overexpression of *Foxo1* reduced the number of type I fibers and the size of type I and type II fibers in skeletal muscle [48].

Long-term hypoxia-induced changes of muscle fibers and excessive accumulation of ECM were observed in skeletal muscle [95, 98]. In addition, FOXO1/3 have been shown to ameliorate fibrosis characterized by ECM deposition in various organs, including the heart, liver, lung, and kidney [105]. In skeletal muscle, FOXO was found to be necessary for the cancer-induced downregulation of ECM genes [46]. Here we observed an increased FOXO signaling (Fig. 4b) as well as ECM alterations (Table S7). Our results strongly suggested six hour hypoxia indicated long-term hypoxia effect on ECM.

Maintenance of muscle mass and function also depends on other processes, including differentiation, regeneration and innervation and hypoxia was shown to represses differentiation of myoblasts [79]. FOXO also has a role in skeletal muscle differentiation since it is a regulator of myoblast fusion and of the skeletal muscle terminal differentiation program [1]. We observed links of FOXO with skeletal muscle regeneration since the downstream genes of FOXO signaling [67, 69] are upregulated (*Klf2* and *Cdkn1a*). KLF2 plays a central role in the activation and phenotypic determination of various immune cell types, particularly those related to skeletal muscle regeneration [23]. Under hypoxia, transcription of *Cdkn1a* that inhibits differentiation and cell cycle can be enhanced by hypoxia response elements [45]. Next to FOXO, *Cdkn1a* can also be activated by myogenin (MYOG) which is activated by hypoxia in C2C12 cells [110] and involved in skeletal muscle differentiation by promoting cell cycle exit [67, 91]. In this study, *Cdkn1a* and *Myog* were upregulated. MYOG was increased in denervated skeletal muscle, and MYOG inhibition could alleviate denervation-induced muscle atrophy [67]. Therefore, the activated downstream gene of FOXO1, *Cdkn1a,* can be linked to NMJ denervation. This NMJ link was strengthened by the observed upregulation of *Chrna1*, encoding the acetylcholine receptor subunit alpha, which has been identified as a FOXO target in muscle [11]. Notably, expression of NMJ genes *Chrna1*, *Cdh15*, *Musk* and *Myog* has also been observed in denervated skeletal muscle [21, 67, 75, 90]. Thus, our results indicates that hypoxia inhibits muscle regeneration and results in denervated NMJ via FOXO signaling.

## Conclusion

Six hours exposure to normobaric hypoxia (12% O_2_) activates FOXO signaling in *M. gastrocnemius* of adult obese mice, which may link to the observed reduced oxidative metabolism and concomitant increase in serum glucose levels without increased fatty acid catabolism in muscle. Moreover, a possible impact on autophagy exists via the most upregulated transcript *Depp1*. Importantly, the hypoxia-induced FOXO activation may also be connected to fiber type shift, ECM remodeling, muscle differentiation and the NMJ, which are all involved in skeletal muscle structure. These observations, despite being descriptive, suggests that even a six hours exposure to 12% O_2_ environmental hypoxia can initiate alterations in skeletal muscle function and remodeling with a central role for FOXO. Thus, as it is observed in sleep apnea, aging, diabetes, and bouts of hypoxia during moderate activity, hypoxia may contribute to tissue remodeling, ultimately contributing to a lower quality of life. In particular, since intact NMJ are a key to muscle activation and essential to prevent muscle wasting, the observed impact on innervation of the NMJ is a novel result that deserves further investigation.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

All arrays were deposited in Gene Expression Omnibus (GEO) with accession ID: GSE228719.

# Supplementary material for: Normobaric hypoxia shows enhanced FOXO1 signaling in obese mouse gastrocnemius muscle linked to metabolism and muscle structure and neuromuscular innervation
**Source:** Pflugers Arch. 2023 Sep 1;475(11):1265–81. doi: 10.1007/s00424-023-02854-4
**Supplement:** Supplementary file 1 — Supplementary file1

Supplementary data

**Table S1:** Primers for Q-PCR

| Symbol | RefSeq | Forward Primer (F, 5’-3’)  Reverse Primer (R, 5’-3’) | Product length |
| --- | --- | --- | --- |
| *Depp1* | NM_145980.2 | F: TAGCTCCCACAATGCGACTT  R: GGTGGTCACTCCACCTACAC | 127 |
| *Ttn* | NM_011652.3 | F: CCAAAGGAAGAGGTGGTGCT  R: GAGGTGGCTGTGGCTCTTC | 118 |
| *B2M*  *(ref)* | NM_009735 | F: CCCCACTGAGACTGATACATACGC  R: AGAAACTGGATTTGTAATTAAGCAGGTTC | 148 |
| *Canx*  *(ref)* | NM_007597 | F: GCAGCGACCTATGATTGACAACC  R: GCTCCAAACCAATAGCACTGAAAGG | 170 |
| *Rps15*  *(ref)* | NM_009091 | F: CGGAGATGGTGGGTAGCATGG  R: ACGGGTTTGTAGGTGATGGAGAAC | 118 |

**Table S2:** P-value and 95% confidence interval of the difference between Hypox and Norm

|  | Norm | Hypox | P-value | 95% confidence interval |
| --- | --- | --- | --- | --- |
| Body weight (g) | 33.18 ± 3.84 | 34.22 ± 2.78 | 0.459 | -1.82, 3.89 |
| Total fat mass (g) | 9.35 ± 2.86 | 10.40 ± 1.88 | 0.301 | -1.02, 3.12 |
| Adiposity % | 27.6 ± 5.7 | 30.3 ± 4.7 | 0.216 | -1.70, 7.10 |
| Total lean mass (g) | 22.34 ± 1.25 | 22.42 ± 0.84 | 0.856 | -0.83, 0.99 |
| Oxygen consumption (ml/h) | 88.08 ± 6.98 | 76.84 ± 6.10 | **0.000** | -16.79, -5.70 |
| Energy expenditure (kcal/h) | 0.42 ± 0.03 | 0.37 ± 0.03 | **0.000** | -0.08, -0.03 |
| RER | 0.73 ± 0.01 | 0.71 ± 0.03 | 0.059 | -0.04, 0.00 |
| Physical activity (beam breaks) | 3694 ± 1227 | 2882 ± 977.6 | 0.165 | -2001, 377.7 |
| Blood glucose (mmol/L) | 7.02 ± 0.62 | 7.95 ± 1.13 | **0.023** | 0.14, 1.71 |
| Serum insulin (ug/L) | 1.97 ± 0.63 | 1.93 ± 0.51 | 0.867 | -0.53, 0.45 |

Data were shown as mean ± SD. 95% confidence interval was calculated for the difference in means (Hypox – Norm).

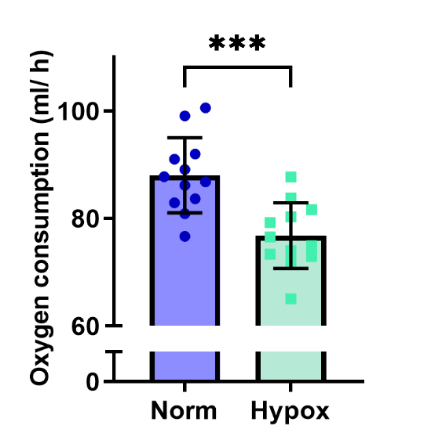

**Fig. S1:** Average levels of oxygen consumption during the six hours of Norm or Hypox (n=12 per group) *** P-value < 0.001

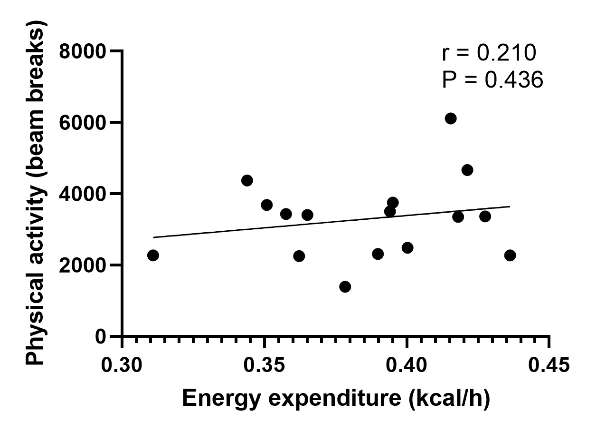

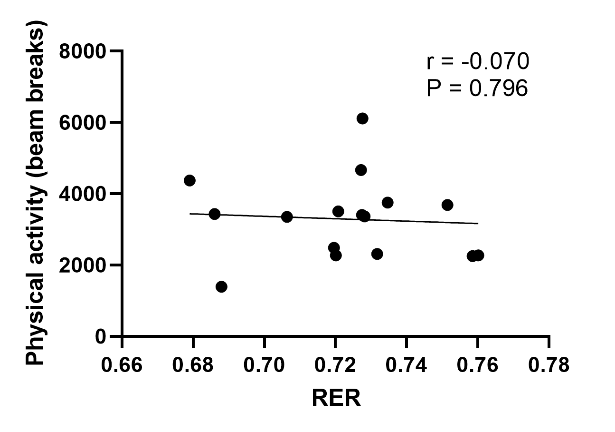

A

B

**Fig. S2:** Correlations of energy expenditure **(a)** and RER **(b)** with physical activity (n=16, combined Hypox and Norm)

**Table S3:** P-value and 95% confidence interval of gene expression of Q-PCR analysis

| Relative gene expression | Norm | Hypox | P-value | 95% confidence interval |
| --- | --- | --- | --- | --- |
| *Depp1* | 0.34 ± 0.14 | 1.24 ± 0.43 | **<0.000** | 0.64, 1.17 |
| *Ttn* | 0.90 ± 0.28 | 0.64 ± 0.16 | **0.010** | -0.46, 0.07 |

Data were shown as mean ± SD. 95% confidence interval was calculated for the difference in means (Hypox – Norm).

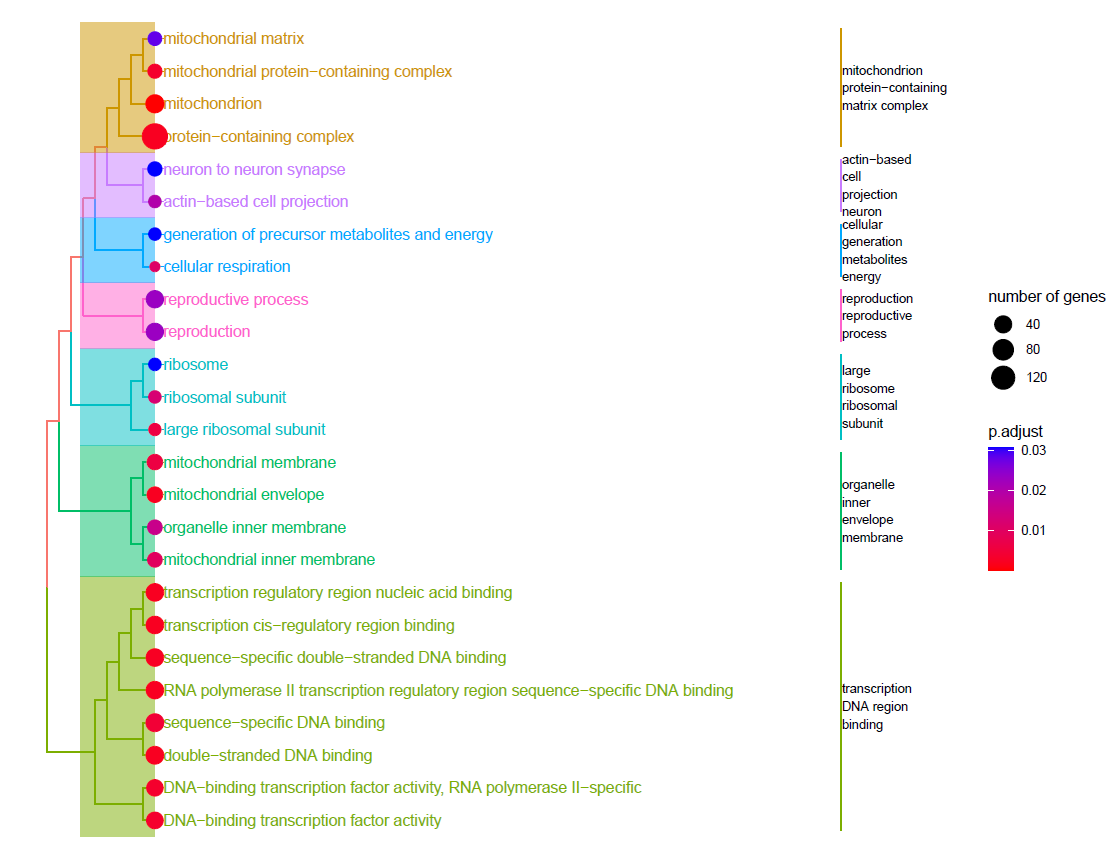

**Fig. S3:** The seven clusters classified from gene set enrichment analysis of six hours hypoxia versus normoxia using all 3 aspects in gene ontology gene list (biological process, cellular component and molecular function), adjusted P-value of 0.05

**Table S4:** Overview of differently regulated mitochondrial genes after six hours of hypoxia in MitoCarta 3.0

Data are expressed as the fold changes of the level in Hypox versus Norm (n=12 per group)

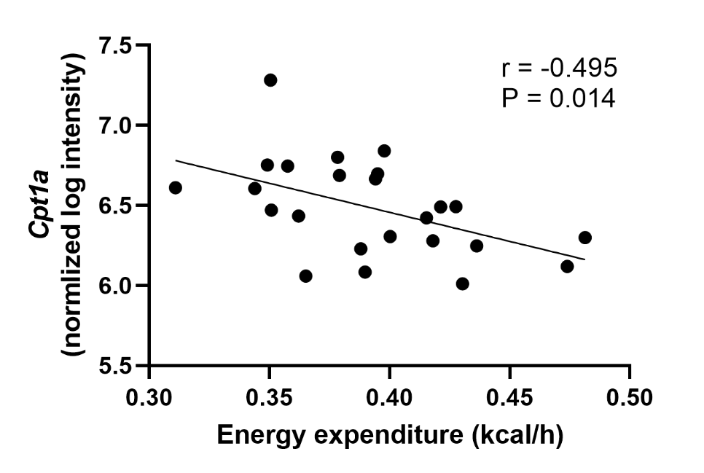

**Fig. S4:** Correlation between energy expenditure and *Cpt1a* expression (n=24, combined Hypox and Norm)

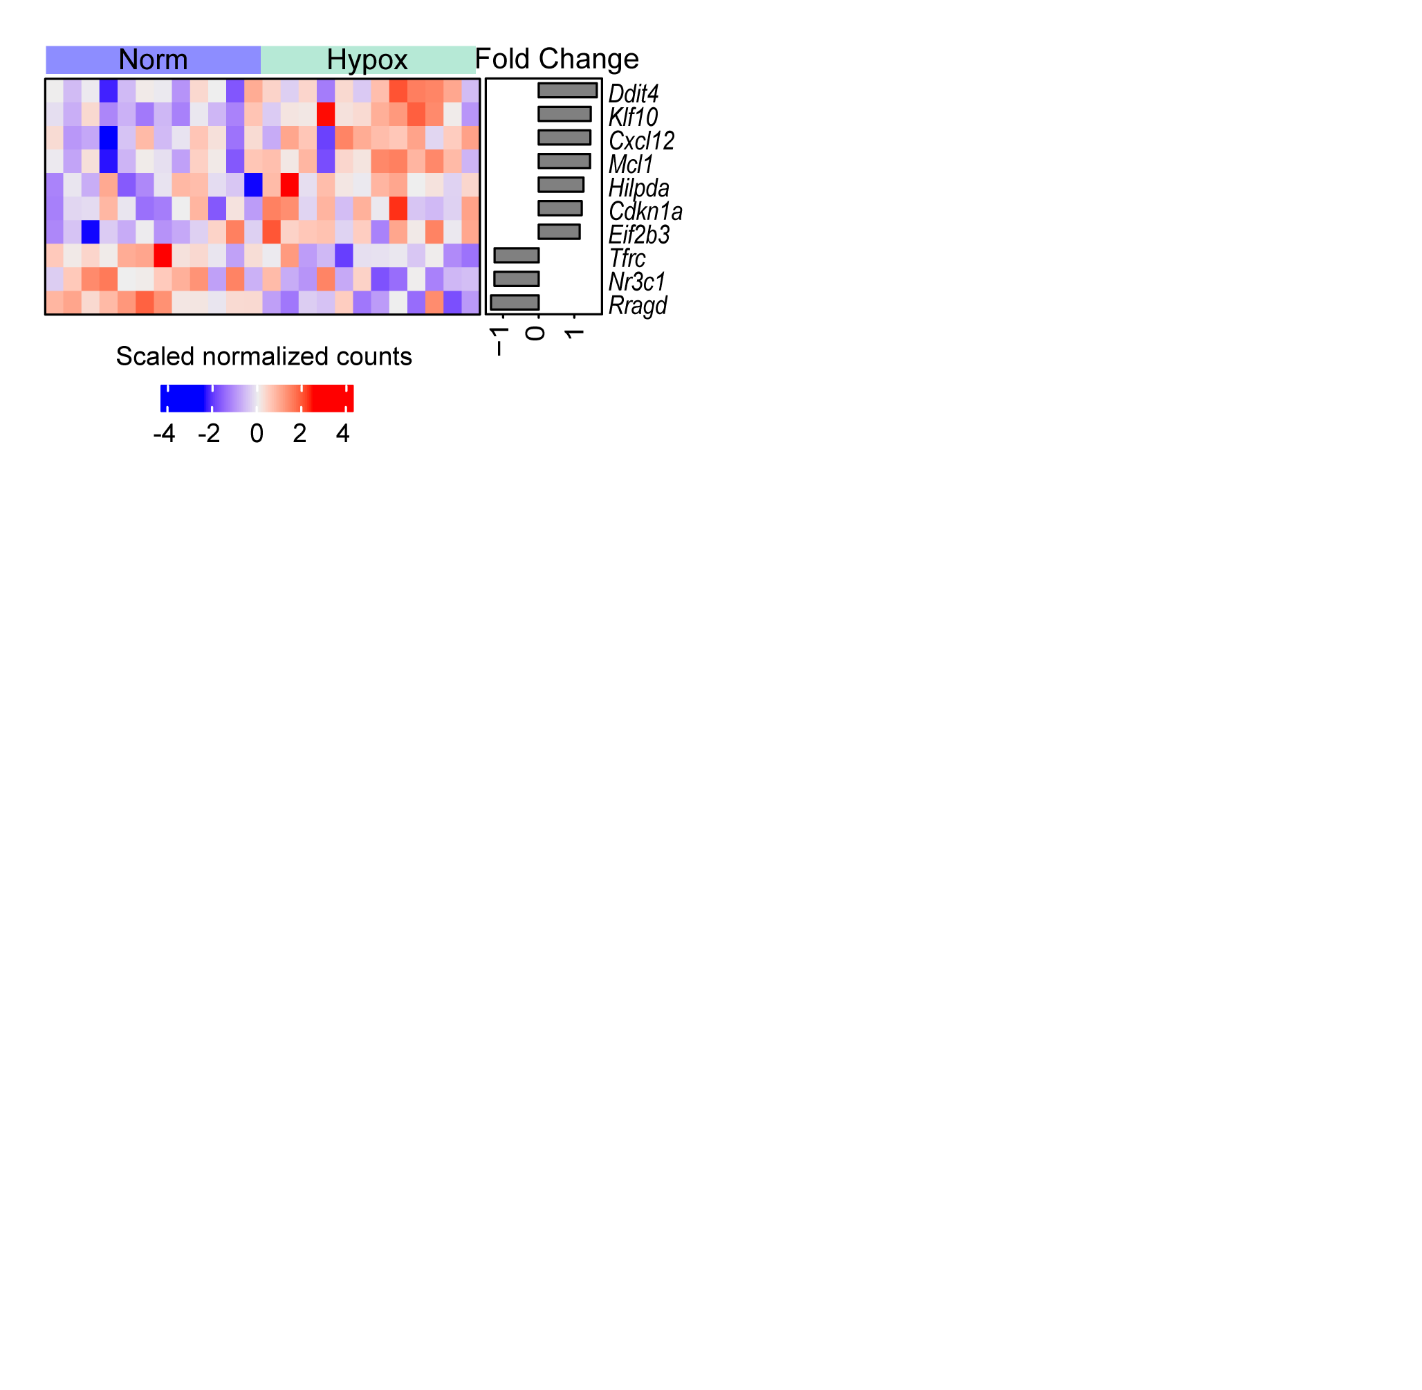

**Fig. S5:** Regulated HIF1 target genes after six hours of hypoxia

**Table S5:** Overview of differently regulated SynGO annotated genes after six hours of hypoxia

BP: biological process; CC: cellular component. Data are expressed as the fold changes of the level in six hours Hypox versus Norm (n=12 per group). Some genes are annotated by multiple categories.

**Table S6:** GSEA result using SynGO (P-value < 0.05)

| GO term ID | GO aspect | GO term name | GSEA P-value |
| --- | --- | --- | --- |
| GO:0050804 | BP | modulation of chemical synaptic transmission | 0.048 |
| GO:0099186 | BP | structural constituent of postsynapse | 0.023 |
| GO:0099572 | CC | postsynaptic specialization | 0.002 |
| GO:0014069 | CC | postsynaptic density | 0.010 |
| GO:0099092 | CC | postsynaptic density, intracellular component | 0.036 |

BP: biological process; CC: cellular component.

**Table S7:** Overview of differently regulated matrisome genes in hypoxia

| Group | Gene | Fold change | P-value |
| --- | --- | --- | --- |
| Collagens | *Col4a2* | 1.25 | 0.038 |
| Collagens | *Col4a1* | 1.34 | 0.029 |
| Collagens | *Col4a6* | -1.21 | 0.034 |
| ECM glycoproteins | *Vtn* | 1.26 | 0.033 |
| ECM glycoproteins | *Vwa1* | 1.13 | 0.045 |
| ECM glycoproteins | *Mfap1b* | -1.23 | 0.040 |
| ECM Regulators | *Fam20b* | -1.19 | 0.024 |
| ECM Regulators | *Adamts5* | -1.27 | 0.046 |
| ECM-affiliated Proteins | *Lgals3* | 1.49 | 0.002 |
| ECM-affiliated Proteins | *Sftpc* | 1.88 | 0.032 |
| ECM-affiliated Proteins | *Anxa8* | -1.19 | 0.045 |
| ECM-affiliated Proteins | *Gpc3* | -1.35 | 0.002 |
| ECM-affiliated Proteins | *Sema4d* | 1.18 | 0.019 |
| ECM-affiliated Proteins | *Sema5a* | -1.23 | 0.045 |
| ECM-affiliated Proteins | *Cd209d* | -1.16 | 0.034 |
| Proteoglycans | *Fmod* | 1.45 | 0.021 |
| Secreted Factors | *Cxcl12* | 1.45 | 0.049 |
| Secreted Factors | *Csf1* | -1.18 | 0.009 |
| Secreted Factors | *Igf1* | -1.19 | 0.011 |
| Secreted Factors | *Angptl4* | 1.60 | 0.012 |
| Secreted Factors | *Egf* | 1.18 | 0.026 |
| Secreted Factors | *Fgf13* | -1.28 | 0.030 |
| Secreted Factors | *Cntf* | -1.28 | 0.044 |

Data are expressed as the fold changes of the level in six hours Hypox versus Norm (n=12 per group).

How the deposited data were processed for this re-analysis (not part of the article)

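The re-analysis used the files of the 24 arrays that the authors deposited, 12 Norm and 12 Hypox, each with the *M. gastrocnemius* RNA of 1 mouse in the Cy5 channel and a reference pool of all samples in the Cy3 channel. The authors deposited the intensity of each spot, as mean signal and local background per channel, as written by the Agilent scanner software without normalization between arrays. The log2 values in their series table are normalized expression values that the authors made with GeneMaths XT. The median of every column of that table was 6.58, which shows a shift per array. The values correlated with log2 Cy5 at between 0.967 and 0.999 and with log2 Cy3 at between 0.892 and 0.992, so that the scaling and the use made of the Cy3 channel in the values stay unknown. Of the 21335 spots with deposited values, 20778 were among the 21557 spots with a Cy3 signal over 2 times the background on all arrays. A filter on Cy3 may therefore have set which spots were deposited.

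The condition and slide of each array were taken from the sample labels and the scanner output. The dyes were taken from the sample descriptions, since the dye labels of some Hypox samples name other dyes. Control spots and 7260 flagged spot readings over all arrays were left out, and 0 spots were saturated. The mean signal was corrected for the local background with normexp (offset 50), log2 ratios of Cy5 over Cy3 were normalized by loess within each array, and the spots of a probe were averaged. Of 55681 probes, 27318 were matched to a gene by RefSeq accession, 3527 by symbol and 553 by synonym, and 24283 were left out. Probes were kept where the mean Cy5 signal was over 2 times the local background and at most 4 arrays lacked a value. This left 14312 probes, of which 11256 had a gene, and 9140 genes, 1755 of them with over 1 probe. The probe with the highest mean log2 intensity over both channels stood for its gene. Between 7.26% and 36.7% of the spots of an array had a Cy5 signal over 2 times the background, which limits the precision for dim genes.

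Hypox was compared with Norm by limma's moderated test, without a block, with Benjamini-Hochberg adjustment over all genes tested. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 17 of 18 lists with enough genes tested. The lists held nuclear-encoded OXPHOS subunits, mitochondrial and cytosolic ribosomal proteins, genes of β-oxidation and rate-limiting glycolysis, targets of HIF1, FOXO and glucocorticoids, denervation-responsive, slow fiber, fast fiber, collagen and immediate early genes, and markers of lung, red blood cells, adipose tissue, peripheral nerve and endothelium. They were written from general knowledge and gene symbols, mostly without the genes that the paper's text names, of which *Cpt1b* and *Cpt2* are in the list of β-oxidation and *Col4a1*, *Col4a2* and *Col4a6* in that of collagens. The published MitoCarta, SynGO, KEGG and HIF1 lists were not used here. Correlations were tested with 100000 permutations, those among the markers of a tissue with 999 and those with slide means removed with 10000 within slides, counts of genes against 100 splits of the arrays, and lists against 10000 random lists of equal size.

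The genes named are those that the paper's text names as measured on the arrays and the 5 with the smallest P-value in each direction, with up to 3 extreme members of a list. The genes of Tables S4, S5 and S7 are given as totals. Some genes that this rule or a list includes are not reported here. The values in the paper's tables had been seen when this rule was written. Where another gene is named, as *Sftpc* and other lung markers, it was chosen after its values were seen.

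The alternatives were the scanner software's processed signals, centring each array on its median, the Cy5 channel alone, the deposited values, the methods' t-test on either source, filters on dim probes, the mean of a gene's probes, the slide or the replicate number as a block, array weights, other tests of lists, and leaving out each array. The closing section gives their effect.

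R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. The tests were tested on simulated data with 200 of 9140 genes changed by 1 on the log2 scale in 12 against 12 arrays. limma recovered 97.5% of them with 7 false calls, and 5.30% of the genes had a P-value under 0.05 when no change was simulated. The simulated noise was independent between genes, without effects of slide or brightness, and a change of 1 is larger than that of most genes named here. In the other splits of the real arrays the median was 399 genes under 0.05 with limma, and the largest 1355. The simulated rates therefore do not carry over to the real arrays.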

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

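The tests of other probes of a gene, of probes on another chromosome, of probes with repeated sequence and of the nerve and adipose markers, and the fits without slide 1 and with the Cy5 brightness in the model, were chosen only after the results or the array brightness were seen. The results below concern genes that the paper does not discuss.

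Of the 31 genes past the adjusted threshold with limma, 26 are outside the genes that the study names. Of 100 splits of the 24 arrays, 1, the real one, gave as many adjusted genes. Among those with the smallest P-values, *Rpl17-ps1* (log2 fold change 0.50), *Rbp7* (0.58), *1600029O15Rik* (0.59) and *Gm15645* (0.45) were higher and *Neb* (-1.12), *Cplx2* (-0.69), *Wwp1* (-0.40) and *Vash1* (-0.75) were lower, each in the same direction on 6 of 6 slides. The dim arrays of slide 1 are argued against, since without slide 1 all 8 genes passed at 0.05 unadjusted, and so is the slide, since the largest P-value with the slide as a block was 0.000118. A brighter Cy5 channel of the Hypox arrays within slides is argued against as the whole cause, since 8 of the 8 genes passed without adjustment with slide and brightness in the model (largest P-value 0.000201). After adjustment in that model *Rbp7* (adjusted p = 0.0555), *Gm15645* (0.0632) and *Wwp1* (0.0620) did not pass, and the others did.

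For the genes with other probes past the filter, 5 of the 7 other probes passed in the same direction. Of these 7, 4 hold the repeated sequence described below, and 1 of the other 3 passed, so that an effect of a single probe cannot be told apart from a change of the genes as a group, because too few probes remain. For *Neb* it is argued against, since another *Neb* probe had p = 0.000126 in the same direction, although a further one gave -0.14 (p = 0.327). For *Wwp1* the other probe gave 0.081 (p = 0.299), so that its fall may be an effect of a single probe. The 4 higher genes have no other probe past the filter, so an effect of a single probe cannot be told apart from a change of the gene.

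The probes of *Cplx2* and *Vash1* that fell hold only the bases A and G, in repeats. The brightest *Cplx2* probe is placed at another locus of the gene's chromosome. The *Vash1* probes past the filter are placed on other chromosomes, the brightest on chromosome 6 and the other on chromosome 17. The 40 genes whose probe lies on another chromosome, *Vash1* among them, differed from the rest by -0.046 in median log2 fold change, which 39 of 100 splits reached. Of these 40 genes 2 (5%) were called, *Vash1* and *Pigr*, both read by probes of only A and G, against 0.298% of the rest (Fisher's exact test, p = 0.00709). Since *Vash1* led to this test and is counted in it, the p-value in part restates that call, and no conclusion is drawn from it. Of 23 probes with only A and G on the array, 15 past the filter belong to neither gene, and 15 of the 15 were lower in Hypox, from -0.91 to -0.41, with a mean of -0.63 that 1 of 100 splits, the real one, and 2 of 100 slide-balanced splits reached. Leaving out 1 array gave -0.69 to -0.50. With slide and group means removed, *Cplx2* followed the mean of these probes (Pearson r 0.911, Spearman rho 0.870, permutation p = 1e-04 within slides for both, the smallest that the permutations can give, adjusted p = 0.0003 over 12 tests of 6 relations, and r 0.813 without 2 arrays). Its fall may therefore be that of repeated sequence of other loci. For *Vash1* r was 0.542 (p = 0.132, adjusted p = 0.132), rho 0.406 (p = 0.106, adjusted p = 0.116) and r 0.399 without 2 arrays, so that this relation cannot tell repeated sequence apart from a change of the gene. A probe of each gene without such repeats was under the filter and gave 0.043 (p = 0.560) for *Cplx2* and -0.056 (p = 0.357) for *Vash1*, which excludes nothing at that signal. That *Vash1* probe, on chromosome 12, was at 1.67 times the background, against 133 and 75.7 for the probes on chromosomes 6 and 17. No *Vash1* probe past the filter is placed on chromosome 12, so that the fall of *Vash1* may also be that of other loci. Of the 31 genes past the adjusted threshold, 4 were read by a probe of only A and G, *Cplx2*, *Vash1*, *Pigr* and *Sox5*. *Pigr* and *Sox5* were named after their values were seen. An effect of hypoxia remains open for all 8 genes, and for the RNA that these repeats read.

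The peripheral nerve markers had a mean log2 fold change of -0.20 (adjusted p = 0.00578 from camera and 0.109 from fry), with 5 of 5 markers tested lower and 0 of 6 slides higher. The adipose markers had a mean of -0.27 (adjusted p = 0.00977 from camera and 0.142 from fry), with 5 of 5 lower and 0 of 6 slides higher. Without Norm replicate 12 the adipose mean was -0.17. With median centring, which moved the median of all genes to 0.25, the means lay 0.24 and 0.21 below that median and both lists passed as lower. Neither list passed with the processed signals (nerve -0.27, adjusted p = 0.0812, and adipose -0.32, adjusted p = 0.0754) or with the estimated correlation (adjusted p = 0.332 for both). Within groups the markers varied together, with a mean pairwise r of 0.502 for nerve and 0.486 for adipose tissue (permutation p = 0.001 for both, the smallest that the permutations can give), and the list means differed between groups with permutation p = 0.0284 and 0.0449. Less nerve or adipose tissue in the Hypox samples may explain these falls, by dissection or otherwise. Lower expression in the same tissue after hypoxia was not tested and remains open.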

How the results depend on the processing

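The settings without slide 1 and with quantile normalization of the deposited values were chosen only after the data were seen, and the other alternatives were set before the data were examined. Removing a trend with transcript length was not run, because no transcript lengths were used here.

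A single-gene result counted as kept if it stayed on its side of the threshold, and in its direction where it was past the threshold. Of 41 such results, 41 were kept with the slide as a block and without a filter, and 37 with the methods' t-test. The processed signals kept 30, the Cy5 channel alone 28, the deposited values 28 and median centring 12. Leaving out 1 array at a time kept 907 of 984. Among those not past the threshold, *Cpt1b* (-0.082 to 0.018) and *Igf1* (-0.063 to 0.018) took both signs in these fits. With median centring, which moved the median log2 fold change of all genes to 0.25, *Chuk* (0.029) and *Itgb1* (0.0049) were above 0 and lay 0.22 and 0.25 below that median, so that the shift of all genes accounts for the turn in sign. *Depp1* passed under every setting run, from 0.94 with slide and brightness in the model to 1.63. With 1 array left out it passed too, from 0.91 to 1.00. *Ttn* did not pass with median centring (-0.11) or on the deposited values with either test (-0.28). It passed once the deposited values were quantile normalized. The cause of these differences was not tested.

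The count of 1119 genes became 32 with median centring, with 100% of its calls higher, 728 with the Cy5 channel alone, 489 on the deposited values, 517 with the t-test on them, 1939 without a filter, where 22339 genes were tested, and 1718 with array weights. Leaving out 1 array gave 976 to 1291. The 31 adjusted genes became 66 with the processed signals (23 shared), 0 with median centring, 15 with the Cy5 channel alone (12 shared), 1 on the deposited values with either test, 9 with the t-test (8 shared), 8 without a filter, 70 with the slide as a block (31 shared) and 277 with array weights (31 shared). On the quantile-normalized deposited values 947 genes passed without adjustment and 30 with it (18 shared). Leaving out 1 array, and so testing fewer samples, gave 4 to 53 adjusted genes. The counts were 7 without Norm replicate 1, 14 without 2, 12 without 3, 11 without 4, 6 without 5, 9 without 6, 7 without 7, 18 without 8 and 53 without 12, and 11 without Hypox replicate 1, 9 without 3, 11 without 6, 4 without 7, 7 without 8, 14 without 9, 8 without 10 and 7 without 11.

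The replicate numbers do not pair the samples, since 3 of 12 same-numbered pairs had a correlation of deviations over 0.1 (mean 0.0362). With the replicate block, 1195 genes passed without adjustment and 18 with it.

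The nuclear-encoded OXPHOS subunits were higher with the processed signals (0.048), median centring (0.51), the Cy5 channel alone (0.054), the deposited values (0.34) and their quantile-normalized form (0.051). Only the deposited values passed both lists as higher (adjusted p = 0.000325 here and 0.000305 for the cytosolic ribosomal proteins). The OXPHOS subunits were lower without passing with fry and the estimated correlation (-0.054) and without slide 1 (-0.0027). With 1 array left out they ranged from -0.10 to -0.0077, and did not pass without Norm replicate 4 (-0.0077) or 11 (-0.0082), while they were at -0.088 without Norm replicate 5, -0.085 without 12 and -0.10 without Hypox replicate 4. The cytosolic ribosomal proteins were higher with the processed signals (0.025), median centring (0.52), the Cy5 channel alone (0.046), the deposited values (0.34) and their quantile-normalized form (0.040). They did not pass with the mean of a gene's probes (-0.018), fry and the estimated correlation (-0.049) or without slide 1 (-0.029). With 1 array left out they ranged from -0.090 to -0.013, and did not pass without Norm replicate 2 (-0.037), 4 (-0.018) or 11 (-0.013), or Hypox replicate 3 (-0.035), 5 (-0.037), 6 (-0.038) or 9 (-0.039), while they were at -0.076 without Norm replicate 12 and -0.090 without Hypox replicate 4. The other observations give both lists without the trend on probe position and intensity. What sets the settings apart was not tested.

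The mitochondrial ribosomal proteins did not pass with the estimated correlation (0.13), and passed under the other settings run. The slow fiber genes did not pass with fry or the estimated correlation (0.27), and were at 0.16 without Norm replicate 5. The glucocorticoid targets, at 0.18, did not pass with the processed signals (0.16), median centring (0.47), fry or the estimated correlation (0.18). Over the fits without 1 array they ranged from 0.14 to 0.20, and did not pass without Norm replicate 4 (0.16), 10 (0.17) or 11 (0.16), or Hypox replicate 1 (0.17), 8 (0.14) or 10 (0.16). The β-oxidation genes passed with the Cy5 channel alone (0.13), the deposited values (0.39), no filter (0.12), without slide 1 (0.17) and with the quantile-normalized deposited values (0.12). With 1 array left out they ranged from 0.069 to 0.15, and passed without Hypox replicate 12 (0.15). The denervation-responsive genes passed with median centring (0.39), the Cy5 channel alone (0.16) and no filter (0.11). With 1 array left out they ranged from 0.10 to 0.16, and passed without Norm replicate 5 (0.15). The fast fiber genes, at -0.19, passed as lower with the slide as a block (adjusted p = 0.00621), the replicate block (0.0163) and array weights (-0.26, 0.0471), and as higher on the deposited values (0.33, 0.0387). Their range over the fits without 1 array was -0.32 to -0.073, and they passed as lower without Norm replicate 1 (-0.23), 3 (-0.24), 7 (-0.23), 9 (-0.24) or 12 (-0.26), or Hypox replicate 4 (-0.32). The endothelial markers, at 0.15, did not pass with the processed signals (0.15), median centring (0.40), the deposited values (0.22) or their quantile-normalized form (0.10), no filter (0.095), array weights (0.14), without slide 1 (0.17) or with the estimated correlation (adjusted p from 0.0531 to 0.282), and passed in 12 of the 24 fits that left out 1 array (0.14 to 0.18). The cause was not tested for these lists. The adipose (0.042) and nerve markers (0.0098), above 0 with median centring, lay 0.21 and 0.24 below the median of all genes and passed as lower. They did not pass with the processed signals (-0.32 and -0.27), fry or the estimated correlation.

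The signal over background limits what can be tested, since 26.8% of the non-control spots had a mean Cy5 signal over 2 times the background.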

Differences from the paper's values

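The settings without slide 1 and with quantile normalization of the deposited values, the comparisons with the deposited spot of the smallest P-value and the count of spots by the Cy3 channel were chosen only after the results were seen. The other alternatives were set before the data were examined.

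For *Cpt1a* the fold change was 1.10 and the paper's is 1.23. The difference was not larger than the replicate SD with the processed signals (1.20) and median centring (1.20), and was larger with the other alternatives, each array left out included. With median centring *Cpt1a* lay only 0.014 above the median of all genes on the log2 scale, so that the shift of all genes accounts for nearly all of that value. The deposited spot of *Cpt1a* with the smallest P-value gave 1.23.

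For *Igf1* the fold change was -1.00 and the paper's is -1.19. The values differed under those alternatives, with the exception of the fit without Hypox replicate 2 (-1.04). The deposited *Igf1* spot with the smallest P-value gave -1.19.

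Genes higher in Hypox numbered 655 and the paper's number is 335 in its text and about 360 in Fig. 2A, read by eye. The counts with the Cy5 channel alone (383), on the deposited values (276) and with the t-test on them (271) were within 1.5 times of either number, and those under the other alternatives set before the data were examined were not. Chosen after seeing the values, the quantile-normalized deposited values gave 474, also within 1.5 times, and dropped 7 genes of the paper's text that had passed, and the smallest P-value of each gene's deposited spots gave 357.

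The spots included numbered 15889 with the filter on Cy5 and the paper's number is 33,845. The number was 16133 with the filter on spots well above background on at least 12 arrays and 59305 without a filter, which both differ from the paper's number, and the other alternatives do not change it. With the same ratio to background in the Cy3 channel, computed after the data were seen, 30414 spots were included.

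Of the genes that Table S4 gives as lower, 0 passed with limma without adjustment and the paper's number is 10, of which 8 were tested here. The count differed under all of those alternatives, up to 2 with the t-test on the deposited values, and was 1 with the processed signals, without a filter, with array weights and without Norm replicate 6 or 10 or Hypox replicate 1 or 10. The paper's number rests on other values and another choice of spot. In Tables S4, S5 and S7, 59 of 59 genes with 1 deposited spot matched that spot. Of 70 genes with several spots, 66 matched the one with the smallest P-value.

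Of 29 genes that the paper's text calls changed and that are reported here, 22 passed without adjustment and 7 did not. *Foxo4* (-0.15, p = 0.0864), given as lower, passed with the processed signals, array weights, both tests on the deposited values and without Norm replicate 9 or Hypox replicate 12. *Prmt1* (0.13, p = 0.285), given as higher, passed with the mean of its probes. *Cdkn1a* (0.17, p = 0.0742), given as higher, passed with the processed signals, the Cy5 channel alone, array weights and without Norm replicate 4, 5 or 12 or Hypox replicate 5. *Myh6* (-0.14, p = 0.0840), given as lower, passed with both tests on the deposited values and without Norm replicate 5 or 6 or Hypox replicate 11. *Tnnt1* (0.38, p = 0.125), given as higher, passed with the Cy5 channel alone and the mean of its probes. *Col4a6* (-0.077, p = 0.296), given as lower, passed with both tests on the deposited values. *Igf1* (p = 0.962) passed under none of the settings. Chosen after seeing the values, the quantile-normalized deposited values passed *Foxo4*, *Cdkn1a* and *Tnnt1* and dropped 7 genes that had passed, and the fit without slide 1 passed *Foxo4* and dropped 2 (*Foxo1* and *Col4a2*).

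*Irs3*, given as lower, was under the filter, and without the filter its probe gave -0.10 (p = 0.0813). Its deposited spot gave a fold change of -1.37 (p = 0.0373), and the paper's is -1.20. The fold change of -1.20 was found for the deposited spot of *Insr* with the smallest P-value.

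*Cpt2*, given as unchanged, was higher at 0.36 (p = 0.0288). It did not pass with the processed signals, median centring, the Cy5 channel alone, both tests on the deposited values and without Norm replicate 5.

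The paper gives *Ttn* as the gene lowered most, and by its brightest probe (-0.75) it ranked 16 from the lowest, below which *ND4L* (-1.17, named after its value was seen) and *Neb* (-1.12) lay. Other *Ttn* probes gave -1.21, lower than both, and -1.15. For OXPHOS genes the paper reports no fall. The list of nuclear-encoded subunits had a mean of -0.054 with camera past its adjusted threshold, not with fry, and above 0 with the processed signals (0.048), the Cy5 channel alone (0.054) and the deposited values (0.34), where it passed as higher (adjusted p = 0.000325). *ND4L* is 1 of 13 subunits encoded in mitochondrial DNA, looked at after their values were seen, which were all lower (mean -0.79), 11 of them past the unadjusted threshold. They were below the median of all genes under every setting, and 0 of them passed with median centring or on the deposited values (mean -0.29). With the slide as a block 12 passed, 7 of them over all genes tested. On the quantile-normalized deposited values (mean -0.58) 12 passed, 4 of them over all genes tested.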

Other observations

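The tests of the study's value for genes with several spots, and those of the mitochondrial ribosomal proteins alone and of the OXPHOS subunits with the cytosolic ribosomal proteins in the deposited values, and the test of the OXPHOS subunits and cytosolic ribosomal proteins without the trend on probe position, were chosen only after the results were seen, and so was the test of brightness within slides once the brightness was known. The spread of the deposited values had been seen in part when the test of the array brightness was written.

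Of 100 splits of the 24 arrays, 3 gave as many genes at 0.05 as the real one (1119), so that chance can be excluded at that level. The other 2 gave 1355 and 1235 genes and parted the arrays further by brightness (0.71 and 0.60 in log2 Cy5, against 0.23). Of 100 splits that kept 2 arrays of each slide on each side, 1, the real one, gave as many. With slide and log2 Cy5 brightness in the model, 1233 genes passed without adjustment and 9 with it, and 1 of the 100 slide-balanced splits, the real one, gave as many without adjustment. This argues against a brighter Cy5 channel of the Hypox arrays within slides as the whole cause of the count. In that model *Depp1* was at 0.94 (adjusted p = 0.00154) and *Ttn* at -0.68 (p = 0.000119, adjusted p = 0.0555).

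For the t-test on the deposited values, 13 of 100 splits gave as many spots as the real one (1123), and 13 of 100 as many genes by the smallest-P spot (766), so that chance cannot be excluded by these splits. The largest gave 9139 spots and parted the arrays by 1.15 in log2 Cy5. Of the slide-balanced splits, 1 of 100, the real one, gave as many spots and 1 as many genes.

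The deposited fold changes rose with the mean intensity of the spot (Spearman rho 0.739). Of 100 splits 38 gave a correlation as far from 0, and of 100 slide-balanced splits 9 gave one as large, so that chance cannot be excluded. The brightness of the Cy5 channel may stretch the deposited log2 scale. The SD of an array's deposited values followed its log2 Cy5 (Pearson r 0.926, Spearman rho 0.913, permutation p = 1e-05 for both, the smallest that the permutations can give, adjusted p = 1.6e-05, r 0.895 without 2 arrays, and r 0.777 with slide and group means removed, adjusted p = 0.0003). Across the 6 slides, the trend within a slide rose with the brightness difference between its Hypox and Norm arrays (Pearson r 0.911, exact p = 0.00972, Spearman rho 0.829, exact p = 0.0583, and r 0.801 without 2 slides). After quantile normalization rho was 0.0606, which that step largely forces.

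In the deposited values the mitochondrial ribosomal proteins (0.31), nuclear-encoded OXPHOS subunits (0.34) and cytosolic ribosomal proteins (0.34) were higher, and the first stood at percentile 100 of lists of equal intensity. Brightness is argued against as the whole cause for the mitochondrial ribosomal proteins, which kept an adjusted p of 9.66e-06 after quantile normalization. For the other 2 lists the percentile was at least 99.9, but their adjusted p was 0.200 and 0.242 after it, so that brightness cannot be told apart from a change of these genes, as the 2 tests point apart.

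For the mitochondrial ribosomal proteins on the ratios, a trend with probe position and intensity is argued against as the whole cause, since the list mean was 0.10 (adjusted p = 0.000109) once it was removed. The nuclear-encoded OXPHOS subunits (0.022, adjusted p = 0.625) and cytosolic ribosomal proteins (0.028, adjusted p = 0.323), lower before that, were then above 0 without passing, so that probe position and intensity may account for their fall. The lists of β-oxidation (0.16, adjusted p = 0.00247) and denervation (0.14, adjusted p = 0.0386) then passed too, and the slow fiber, glucocorticoid, endothelial, adipose and nerve lists passed as before. Across genes the log2 fold change fell with the start of the probe in the transcript at equal intensity (Spearman rho -0.213, as far from 0 in 4 of 100 splits). Distance from the start of the transcript, through transcript length or RNA integrity, may contribute to the fold changes of long transcripts. For the GC content of the probe rho was 0.0990, which 51 of 100 splits reached, so that it cannot be told apart from no trend.

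*Sftpc* followed the mean of the other lung markers within groups (Pearson r 0.798, permutation p = 0.00022, adjusted p = 0.000293, Spearman rho 0.553, p = 0.00583), and r was 0.450 without 2 arrays. With slide and group means removed r was 0.847 (adjusted p = 0.00173). Its probe was well above background on 4 arrays, that of *Sftpb* on 3, that of *Sftpa1* on 1 and that of *Scgb1a1* on 0, and that of *Lamp3*, which followed *Sftpc* with r -0.271, on 24. The probe of *Cyp2f2* was well above background on 5 arrays, with a log2 fold change of -0.069 and r -0.092 with *Sftpc*. Lung RNA in some samples may explain the rise of *Sftpc*, although the test was first written as a count of markers well above background and *Scgb1a1* stayed at background. Of the 13 lung markers 2 were tested as genes, too few for a list test.

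The slow fiber list differed between groups with a permutation p of 0.0664, so that a larger share of slow muscle in the Hypox samples cannot be told apart from a change within fibers, and the wide spread of the Norm arrays keeps it open. The endothelial markers had a mean log2 fold change of 0.15 (adjusted p = 0.0427 from camera and 0.00915 from fry, 6 of 6 slides), so that a larger share of endothelial cells may contribute to the rise of *Col4a1*, *Col4a2* and *Klf2*. The list did not pass with the estimated correlation (adjusted p = 0.223), the processed signals (0.282), the deposited values (0.0907) and other settings given above, or in 12 of the 24 fits that left out 1 array, and so rests on the setting. Activity of the glucocorticoid receptor (list mean 0.18, fry adjusted p = 0.109, 6 of 6 slides) cannot be told apart from other causes for the genes linked to FOXO, as camera passed and fry did not. FOXO activity across its targets (fry adjusted p = 0.192) cannot be told apart from a change of fewer genes, as the targets of the list moved both ways, and the list leaves out the targets that the paper names, which the study chose on the same samples.

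The red blood cell markers had a mean of 0.16 (adjusted p = 0.109 from camera, 4 of 6 slides). They passed with the Cy5 channel alone (0.19, adjusted p = 0.0305), the deposited values (0.36, adjusted p = 0.0154), median centring (0.53, 0.28 above the median of all genes, adjusted p = 0.0125) and no filter (0.15, adjusted p = 0.0472), and not under the other settings or with any 1 array left out, where the mean was lowest at 0.10 without Hypox replicate 2. The immediate early genes had a mean of -0.17 (adjusted p = 0.0774, 3 genes tested, 0 of 6 slides higher), and passed without Hypox replicate 8 (-0.18, adjusted p = 0.0482). With median centring their mean was 0.15, which is 0.11 below the median of all genes.

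In Tables S4, S5 and S7, 66 of 70 genes with several deposited spots matched the spot with the smallest P-value in fold change and P-value. The first-listed spot matched for 27, the brightest for 21 and the mean for 0. A match was within 0.01 in fold change and 0.001 in P-value. These counts may mean that the smallest-P spot stands for the gene in the study. Of the genes with over 1 deposited spot 12.3% passed at that spot, against 4.78% of those with 1.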
